# Transcriptomic and proteomic responses to very low CO_2_ suggest multiple carbon concentrating mechanisms in *Nannochloropsis oceanica*

**DOI:** 10.1186/s13068-019-1506-8

**Published:** 2019-06-28

**Authors:** Li Wei, Mohamed El Hajjami, Chen Shen, Wuxin You, Yandu Lu, Jing Li, Xiaoyan Jing, Qiang Hu, Wenxu Zhou, Ansgar Poetsch, Jian Xu

**Keywords:** Carbon fixation, Carbon concentrating mechanism (CCM), C4-like cycle, Industrial oleaginous microalgae, *Nannochloropsis oceanica*

## Abstract

**Background:**

In industrial oleaginous microalgae such as *Nannochloropsis* spp., the key components of the carbon concentration mechanism (CCM) machineries are poorly defined, and how they are mobilized to facilitate cellular utilization of inorganic carbon remains elusive.

**Results:**

For *Nannochloropsis oceanica*, to unravel genes specifically induced by CO_2_ depletion which are thus potentially underpinning its CCMs, transcriptome, proteome and metabolome profiles were tracked over 0 h, 3 h, 6 h, 12 h and 24 h during cellular response from high CO_2_ level (HC; 50,000 ppm) to very low CO_2_ (VLC; 100 ppm). The activity of a biophysical CCM is evidenced based on induction of transcripts encoding a bicarbonate transporter and two carbonic anhydrases under VLC. Moreover, the presence of a potential biochemical CCM is supported by the upregulation of a number of key C4-like pathway enzymes in both protein abundance and enzymatic activity under VLC, consistent with a mitochondria-implicated C4-based CCM. Furthermore, a basal CCM underpinned by VLC-induced upregulation of photorespiration and downregulation of ornithine–citrulline shuttle and the ornithine urea cycles is likely present, which may be responsible for efficient recycling of mitochondrial CO_2_ for chloroplastic carbon fixation.

**Conclusions:**

*Nannochloropsis oceanica* appears to mobilize a comprehensive set of CCMs in response to very low CO_2_. Its genes induced by the stress are quite distinct from those of *Chlamydomonas reinhardtii* and *Phaeodactylum tricornutum*, suggesting tightly regulated yet rather unique CCMs. These findings can serve the first step toward rational engineering of the CCMs for enhanced carbon fixation and biomass productivity in industrial microalgae.

**Electronic supplementary material:**

The online version of this article (10.1186/s13068-019-1506-8) contains supplementary material, which is available to authorized users.

## Introduction

Elevated atmospheric CO_2_ levels, one consequence of fossil fuel use and deforestation, are leading to global warming and oceanic acidification. In nature, ~ 40% of the atmospheric CO_2_ was consumed by marine microalgae via photosynthesis [1–3], largely due to their enormous biomass, wide ecological distribution and high carbon fixing rates [4]. Such carbon sequestration capability is being exploited for industrial production of clean fuels and materials via cultivation of industrial microalgae, as many of them are able to convert sunlight and CO_2_ into energy-dense macromolecules (e.g., triacylglycerol; TAG) as well as high-value products (e.g., eicosapentaenoic acid). However, the inadequate productivity of microalgal biomass and oil, at both ambient (air level; 0.04% v/v) and elevated (flue gas level; usually > 5% v/v) CO_2_ concentrations [5, 6], has severely hindered the efforts to fulfill these promises [7].

To tackle this challenge, mechanistic insights into substrate intake machineries of these industrial oleaginous microalgae, in particular carbon concentrating mechanisms (CCMs; [8]), are essential. As a feat of plant evolution driven by gradual reduction in atmosphere CO_2_ concentration (down to the 0.04% v/v at present), CCMs act as a dissolved inorganic carbon (DIC) pump to increase CO_2_ concentration in the vicinity of RuBisCO [9]. So far, various types of CCMs have been discovered in plants and algae. Generally, there are mainly three types of CCMs including C3, C4 and CAM (crassulacean acid metabolism) in plants [10], while biophysical and/or biochemical CCMs are employed in microalgae [11]. The C3 pathway is present in plants and algae, which is known as the Calvin cycle by producing a three-carbon compound called 3-phosphoglyceric acid. The C4 carbon fixation was found in higher plants (maize, sorghum and sugarcane) and in diatoms (*Thalassiosira weissflogii*), and CAM is present in cactus, pineapple and orchid [10]. As for microalgae, in the biophysical CCM, carbonic anhydrases (CAs) and bicarbonate transporters (BCTs) collaborate to interconvert between the inorganic carbon forms and transport them across the various membranes [12]. In the biochemical CCM (also called the C4-like pathway), HCO_3_^−^ is converted into oxaloacetate (a C4 compound) by phosphoenolpyruvate carboxylase (PEPC), which is then decarboxylated into CO_2_ and malate by malate dehydrogenase (MDH) and/or malic enzyme (ME); the CO_2_ then enters the Calvin cycle [9, 11, 13]. In the basal CCM, mitochondrial γ-type CAs and NADH–ubiquinone oxidoreductase complex I of the respiratory chain recycle mitochondrial CO_2_ for the carbon fixation in chloroplasts and thus reduce the leakage of CO_2_ from plant cells (e.g., *Arabidopsis*; [14]). Despite these important roles, activities of these CCMs are all highly regulated in the cell. For example, in eukaryotic microalgae such as *Chlamydomonas reinhardtii* and diatoms, biochemical and biophysical CCMs are quite sensitive to extracellular carbon level and are activated below air-level CO_2_ [9, 15], although the response of basal CCM to carbon level is less well defined.

The diverse CCMs are not universally found in all microalgae, and even species from a genus can employ distinct CCMs [15, 16]. Among the three kinds of CCMs, the biophysical CCM including its key components of CAs and BCTs is the most widely distributed [9]. For the biochemical CCM, although the C4-like pathway genes are widely present in microalgal genomes, not all microalgae that harbor these genes actually employ them for carbon concentrating purposes. For instance, the C3 carbon fixation (conversion of CO_2_ and ribulose bisphosphate into two molecules of 3-phosphoglycerate, which occurs in all plants as the first step of the Calvin–Benson cycle), but not the biochemical CCM, is found in *C. reinhardtii* [17]. In the diatoms, although a C3 pathway is used by *Phaeodactylum tricornutum* [18], a C4-like carbon fixation pathway is employed by *Thalassiosira weissflogii*, and a C3–C4 intermediate carbon fixation pathway is present in *Thalassiosira pseudonana* [11, 16, 19]. As for basal CCM, its role in microalgae is poorly defined since it is not clear whether such systems present in higher plants such as *Arabidopsis thaliana* are employed in microalgae [14].

*Nannochloropsis* spp., a group of industrial oleaginous microalgae, have emerged as one research model for converting industrial sources of CO_2_ to oils, due to their rapid photosynthetic growth, high contents of TAG and eicosapentaenoic acids, tolerance to various environmental conditions and amenability to genetic manipulation [20–26]. Only recently, efforts to dissect and engineer *Nannochloropsis* CCMs have started, e.g., in *N. oceanica*, one α-type carbonic anhydrase (CA) named CAH1 that is localized to the lumen of the epiplastid endoplasmic reticulum provides a biochemical role in CCM function [27]; on the other hand, a cytosolic β-type CA called CA2 serves a pivotal role in maintaining the intracellular pH equilibrium upon elevated extracellular acidity, and its knockdown led to acidity-tolerant phenotypes [28]. Despite these discoveries, the global picture of the CCM machineries is poorly defined, and how the individual CCMs and their components are mobilized to facilitate cellular utilization of inorganic carbon remains elusive in this and related microalgae.

To address these questions, here for *Nannochloropsis oceanica* IMET1, we tracked the transcriptomic, proteomic and metabolomic profiles over 0 h, 3 h, 6 h, 12 h and 24 h during microalgal adaption from high CO_2_ level (HC; 50,000 ppm, or 5% v/v) to very low CO_2_ (VLC; 100 ppm, or 0.01%). The transcripts and proteins that are specifically induced by VLC indicate the coordinated activities of multiple CCMs including biophysical, biochemical and basal levels, which are mobilized in response to the very low level of CO_2_. This genome-wide, time-resolved choreography of transcriptome, metabolome and proteome, which is quite distinct from those of the laboratory model microalga *C. reinhardtii * and *Phaeodactylum tricornutum*, paves the way for mechanistically probing and rationally engineering individual nodes in the *N. oceanica* gene network for enhanced CO_2_ fixation and biomass production.

## Results and discussion

### Overview of *N. oceanica* physiological, transcriptomic, proteomic and metabolomic responses in VLC as compared to HC

To identify the molecular components of CCMs and delineate their interactions, the physiological, transcriptomic, proteomic and metabolomic responses were tracked under two contrasting culture conditions for *N. oceanica* (strain IMET1): VLC of 100 ppm and HC of 50,000 ppm (with HC being the reference: cells were cultured under HC before the split into VLC and HC; Additional file 1: Fig. S1; “Materials and methods”). Microalgal growth slowed down (~ 23% lower than HC) under VLC, yet remained vigorous under HC (Additional file 2: Fig. S2A). Under VLC, photosynthetic efficiency is merely ~ 15% lower than HC, as indicated by reduction in Fv′/Fm′ (active activity) and Fv/Fm (maximum activity) of Photosystem II (Additional file 2: Fig. S2B; “Materials and methods”), despite the ~ 62% to 300% lower dissolved inorganic carbon (DIC) in the medium (Additional file 2: Fig. S2C); this is consistent with the presence of a highly efficient CCM under VLC.

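Cells of N. oceanica IMET1, a marine microalga, were kept at 50000 ppm CO2 (HC) and then moved to 100 ppm CO2 (VLC) or left at HC, and poly(A) RNA was sequenced at 0, 3, 6, 12 and 24 h. The deposited tables hold FPKM, fragments scaled by transcript length and library size, of 9756 genes in 18 libraries, 2 for each of 9 groups: 0 h, and VLC and HC at each of the 4 later times. The paper describes 3 reactors per condition, each sampled at every time. The sources used here do not say which reactors gave the 2 libraries. Libraries of different times may share a reactor, which the model below does not take into account. The p-values therefore rest only on the spread between replicate libraries, which the model below pools for each gene over all 9 groups. Groups with a wider spread, such as HC at 3 h, are not given wider errors. Table S1 of the paper lists the aligned reads of each library. They are 10716856 and 12555586 at 0 h. In VLC they are 12626747 and 14820733 at 3 h, 24987938 and 16813773 at 6 h, 12179367 and 14134439 at 12 h, and 20613339 and 21174281 at 24 h. In HC they are 14649035 and 12341979 at 3 h, 21172785 and 21287251 at 6 h, 14197728 and 10111255 at 12 h, and 21721119 and 17784950 at 24 h. For replicate 2 of HC at 12 h the table lists fewer clean reads, 10089796, than aligned reads. According to the methods, the authors aligned reads with TopHat, left out reads mapped to more than 1 location and computed FPKM with Cufflinks. From these values, each gene was tested with limma on log2(FPKM + 1), with all 9 groups in a single model and Benjamini-Hochberg adjustment over the genes with a mean FPKM of at least 10 in either group compared. A gene is called higher or lower where its adjusted p was at most 0.05 and its change at least 2-fold, after the paper's criterion (i). Changes of single genes are on the log2(FPKM + 1) scale, which understates the change of genes near 0 FPKM, while medians of gene lists and means of clusters are log2 ratios of mean FPKM with no pseudocount. The median gene was 0.585 higher in VLC than in HC at 12 h on the first scale and 0.611 higher on the second, and within 0.1 of 0 at the other 3 times. Calls in VLC/HC at 12 h are therefore given both as measured and relative to the median gene, while changes of single genes from 0 h are as measured. Lists of genes named in the paper and lists of functional keywords were fixed before the data were examined, and the keywords were applied to the annotation in the deposited tables, a choice made after seeing the data. The copies of Dataset S1 and Dataset S2 used here are incomplete. They hold 1719 of the 2933 genes, in clusters K1 to K10, and a leading part of the proteins, which covers 5.96% of the genes. No enrichment within the clusters or proteins was therefore tested.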

Time series of transcriptomes were compared between VLC and HC by mRNA-Seq over the five time points of 0 h, 3 h, 6 h, 12 h and 24 h (Additional file 3: Table S1, Additional file 4: Table S2, Additional file 5: Table S3; Additional file 1: Fig. S1, Additional file 6: S3, Additional file 7: S4). For both VLC and HC, abundance of > 1000 genes altered at as early as 3 h, with > 2000 change at later hours, which underscores the global and profound impact of sampling time (Fig. 1a middle) and the VLC switch (Fig. 1a left) on transcriptome. 

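In VLC, 795 genes were higher and 389 lower at 3 h than at 0 h, and 1775 higher and 1391 lower at 6 h. The counts were 2521 and 1366 at 12 h, and 1757 and 1251 at 24 h. In HC, 651 were higher and 295 lower at 3 h, 1703 and 1304 at 6 h, 1862 and 3028 at 12 h, and 1153 and 933 at 24 h. The transcript of PEPCK (g6884), which converts oxaloacetate to phosphoenolpyruvate, rose in both arms. Its level went from 7.91 ± 2.50 FPKM (SD, n = 2) at 0 h to 373 ± 7.89 in VLC and 144.5 ± 10.8 in HC at 3 h. Sedoheptulose-bisphosphatase (g5025), an enzyme of the Calvin cycle, fell in both arms. Its log2 change relative to 0 h at 6 h was -3.08 in VLC (standard error 0.14, adjusted p = 9.6e-11 from limma) and -3.22 in HC (standard error 0.14, adjusted p = 6.6e-11). Assimilatory nitrate reductase (g2405) was lower than at 0 h in VLC at 3 h, with a log2 change of -1.38 (adjusted p = 8.1e-10 from limma), while that in HC was -0.13 (adjusted p = 0.11). The median gene stood -0.524 from 0 h on the log2 scale in HC at 12 h and 0.145 from it in VLC. Counted against it, 2500 genes were higher and 1779 lower in HC at 12 h, 522 and 371 in HC at 3 h, and 2245 and 1657 in VLC at 12 h. Both arms were compared with the same 0 h libraries, so these counts are not independent of each other.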

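Between VLC and HC at the same time, 76 of 7845 genes tested passed at 3 h (55 higher, 21 lower under VLC) and 166 of 7932 at 6 h (146 higher, 20 lower). At the later times, 2692 of 8409 at 12 h (2325 higher, 367 lower) and 1411 of 8220 at 24 h (922 higher, 489 lower) passed. At 3 h, transcripts of a heat shock protein Hsp20 (g6268; log2 2.89, standard error 0.22, adjusted p = 2.1e-06 from limma) and a myb-like transcription factor (g434; 2.06, standard error 0.12, adjusted p = 1.4e-07) were higher. The transcript of g2456, which Dataset S1 annotates as a Rieske-type iron-sulfur protein, was lower in VLC at all 4 times. It had 4.03 ± 0.98 FPKM in VLC and 122.9 ± 59.0 in HC at 3 h (SD, n = 2; log2 -4.55, standard error 0.23, adjusted p = 3.3e-08 from limma). Its log2 ratio was -5.96 at 6 h, -4.01 at 12 h (-4.60 relative to the median gene) and -3.11 at 24 h. The Hsp20 transcript stood at 1520 ± 3.88 FPKM in VLC and 25.0 ± 0.259 in HC at 12 h (log2 5.87, or 5.28 relative to the median gene). At 24 h, transcripts of methionine adenosyltransferase (g3194; log2 -3.03, standard error 0.07, adjusted p = 1e-12) and adenosylhomocysteinase (g5816; -2.80, standard error 0.06, adjusted p = 5e-13), which make and recycle the methyl donor S-adenosylmethionine, were lower. Taken against the median gene, 744 genes were higher and 962 lower at 12 h, so the share of higher genes went from 86.4% to 43.6%. Without replicate 2 of HC at 3 h, 158 genes passed at 3 h, 76 higher and 82 lower, and without replicate 1 of VLC at 3 h 57 were higher and 33 lower. Without replicate 1 of VLC at 6 h, 200 were higher and 33 lower at 6 h.

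**Figure D1:**
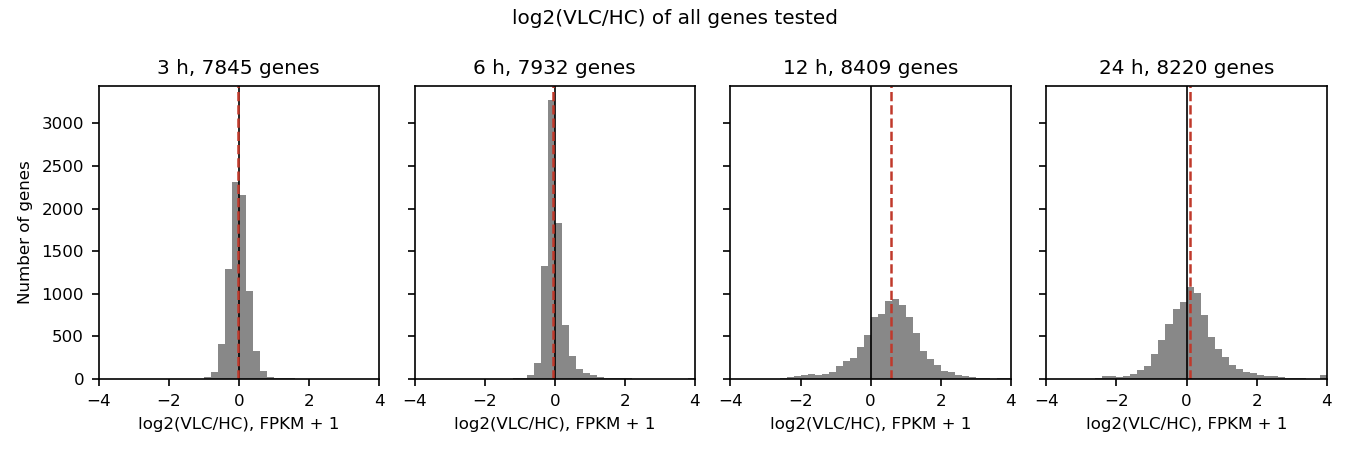
Histograms of log2(VLC/HC) on the FPKM + 1 scale (x axis) against the number of genes (y axis) for the genes tested at each time; values beyond 4 in size are drawn in the outermost bars. The solid line marks 0 and the dashed line the median of the genes, which lies at 0.585 at 12 h and at 0.095 at 24 h.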

Masking of time-dependent variations (i.e., VLC vs. HC) then reveals the cellular program of HC-to-VLC adaptation, which started with relatively few genes at early hours (67 and 212 genes for 3 h and 6 h, respectively; most downregulated) and then peaks at 12 h (1905 genes; Fig. 1a right). Such CO_2_ level-dependent changes are global and profound, as > 30% of genes were differentially transcribed during at least one time point after 0 h, with both upregulated and downregulated genes heavily represented [VLC versus HC using a cutoff value of one loget (i.e., log2-fold change); *p *< 0.05; Fig. 1a right; Additional file 8: Dataset S1].

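Of the 9756 genes, 3510 (36.0%) passed in VLC/HC at 1 or more of the 4 times. Of these, 2727 were higher and 812 lower at some time, and 29 of them were counted in both directions at different times. Genes called in opposite directions were most frequent between 12 h and 24 h (24 genes, against 601 called in the same direction at both times). Among these is a delta-4 fatty acid desaturase (g1678), which introduces a double bond into polyunsaturated fatty acids. Its transcript was 54.0 ± 3.54 FPKM in VLC and 138.7 ± 4.45 in HC at 12 h (SD, n = 2), and 235 ± 22.2 in VLC and 86.7 ± 4.06 in HC at 24 h. Long chain acyl-CoA synthetase (g2396), which activates fatty acids, was higher at 24 h (log2 5.01, standard error 0.18, adjusted p = 2.1e-11 from limma). Relative to the median gene at each time, 2606 genes (26.7%) passed, with 1294 higher and 1349 lower, and without the 12 h comparison 1492 (15.3%) did, with 982 higher and 513 lower. Leaving out 12 h was chosen after seeing the data.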

**Fig. 1:**
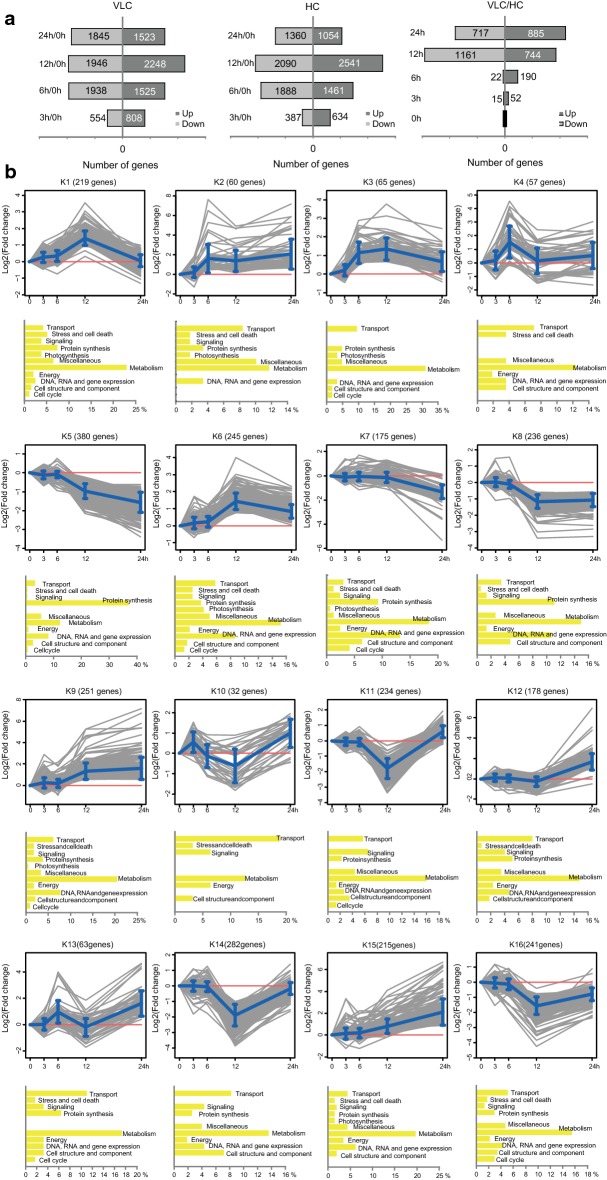
Transcriptome dynamics in the wild-type *N. oceanica* under VLC and HC. **a** Number of up- or downregulated genes at each of the time points under VLC (left; relative to 0 h), HC (middle; relative to 0 h) and VLC/HC (right). **b** Temporal patterns of relative transcript abundance (VLC/HC) for the 2933 differentially expressed genes are grouped into 16 clusters. Mean fold change [as computed by log_2_(VLC/HC)] of genes in a given cluster is plotted as light blue lines, with error bars showing standard deviation of the biological replicates. Manually annotated functional categories are shown below each cluster

Temporal patterns of these 2933 differentially regulated genes (i.e., VLC vs HC) over five time points formed 16 clusters (K1–K16; Fig. 1b). 

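With the paper's criteria (i) and (ii) joined, 3815 genes (39.1%) passed in VLC/HC, 305 of them by criterion (ii) alone, and 3000 (30.8%) passed relative to the median gene. Criterion (ii) was applied here with the changes in the same direction, which the paper's methods do not ask for. Clusters K1 to K10 were used here; a cluster's mean is taken over its genes, which the study grouped by ratios from these libraries. K9 (251 genes) had a mean log2(VLC/HC) of 1.97 at 12 h (SD over genes 0.743; 1.36 relative to the median gene) and 1.71 at 24 h (SD 1.03). K4 (57 genes) had its highest mean at 6 h, 1.50 (SD 1.18), with 35 genes called higher. At 12 h its mean was 0.713, with 23 genes higher and 1 lower, or 0.10 relative to the median gene, with 7 higher and 6 lower. K10 (31 genes) had means of 0.603 at 3 h over 16 tested genes, with 3 higher, and 1.27 at 24 h over 23, with 18 higher. Its mean was -0.072 at 6 h, with 1 gene lower, and 0.05 at 12 h, with 4 higher and 3 lower, or -0.562 relative to the median gene, with 11 lower. For 1718 of the 1719 genes the log2 ratio in Dataset S1 at 12 h differed from that of the deposited FPKM by the same constant, 0.666 (1.59-fold), to within 0.001; the constants at 3, 6 and 24 h were -0.0212, -0.0442 and 0.0982.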

To inform whether a given pattern was linked to any specific functions, annotated genes in each cluster were manually categorized into twelve functional categories, with the largest category in each cluster (except for unknown genes) designated as its primary functional genes (Additional file 8: Dataset S1; Fig. 1b). 

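Calvin cycle transcripts stood higher in VLC than in HC at 12 h: of 26 tested genes of a keyword list, 18 were higher (18 when adjusted over the list alone). Against the median gene 9 were higher and 1 was lower. Sedoheptulose-bisphosphatase (g5025) had 235.4 ± 16.3 FPKM in VLC and 28.9 ± 8.42 in HC at 12 h (SD, n = 2), a log2 ratio of 3.01 (standard error 0.14, adjusted p = 3.5e-10 from limma) or 2.43 relative to the median gene. Fructose-1,6-bisphosphate aldolase (g1829) had a log2 ratio of 3.19 (standard error 0.08, adjusted p = 5.6e-12) or 2.60 relative to the median gene. Both transcripts were below their 0 h level at 12 h in both arms: that of g1829 by -1.37 in VLC and -4.55 in HC on the log2 scale, and that of g5025 by -2.49 and -5.50. The phosphoglycerate kinase g6144 had -0.66 at 12 h and was lower relative to the median gene, at -1.25 (adjusted p = 5.9e-07). At 24 h, 3 of 27 tested genes were higher and 1 lower (3 and 1 when adjusted over the list alone), with a median log2 ratio of 0.035. The 219 genes of K1 had a mean log2(VLC/HC) of 2.08 at 12 h (SD over genes 0.436; 1.47 relative to the median gene) and 0.157 at 24 h (SD 0.369). In all, 218 of them were higher at 12 h, or 201 relative to the median gene. Dataset S1 puts 50 of the K1 genes under metabolism and 8 under photosynthesis.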

In K1, the 12 h peak was functionally enriched with Calvin cycle and light-harvesting genes, which were upregulated at 12 h and then downregulated at 24 h. The primary functional genes of K2, K3 and K6 (these clusters show an upregulated trend at 6 h, 12 h and 24 h) included those involved in biophysical CCM, biochemical CCM, photorespiration and THF cycle. 

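K2 (60 genes) had mean log2(VLC/HC) values of 1.67 at 6 h (SD over genes 1.50), 2.06 at 12 h (SD 1.08) and 2.16 at 24 h (SD 1.53), with 30, 55 and 50 genes called higher. K3 (65 genes) had means of 1.06 at 6 h (SD 0.542), 2.01 at 12 h (SD 0.602) and 0.754 at 24 h (SD 0.529), with 22, 64 and 19 genes higher. K6 (245 genes) had means of 0.186 at 6 h (SD 0.305), 2.11 at 12 h (SD 0.479) and 0.941 at 24 h (SD 0.394), with 4, 245 and 77 genes higher. Against the median gene, the means at 12 h were 1.45 in K2, 1.40 in K3 and 1.50 in K6, with 28, 43 and 202 genes higher. Metabolism is the largest annotated category of each in Dataset S1, with 7 genes in K2, 20 in K3 and 37 in K6, against 35, 27 and 118 genes of unknown function. The study formed the clusters from ratios of these libraries, so their direction is not independent evidence.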

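K5 (380 genes), K7 (175 genes) and K8 (236 genes) were lower in VLC than in HC at 24 h, with mean log2(VLC/HC) values of -1.47 (SD over genes 0.534), -1.21 (SD 0.549) and -0.955 (SD 0.359). In these, 282, 111 and 67 genes were called lower. At 12 h the mean was -0.301 in K5, 0.522 in K7 and -0.491 in K8 as measured, and -0.912, -0.09 and -1.10 relative to the median gene. Over the ratios listed in the paper's Dataset S1, the mean of K7 at 12 h was -0.144. The sign of K7 at 12 h therefore depends on the scaling. Dataset S1 puts 140 genes of K5, 16 of K7 and 26 of K8 under protein synthesis, modification, folding and turnover, and 30, 23 and 25 under DNA, RNA and gene expression. K14 was not used here.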

In K5, K7, K8 and K14 (showing a downregulated trend), genes related to DNA/RNA metabolism and gene expression (e.g., enzymes required for DNA replication and RNA transcriptional regulators) and those in protein synthesis and modification are enriched. 

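Of 14 tested genes of a keyword list for the TCA cycle, 2 were higher at 12 h (2 when adjusted over the list alone): a homoaconitate hydratase family protein (g5479; log2 1.15, standard error 0.06, adjusted p = 1.5e-09 from limma), whose annotation does not name a TCA cycle enzyme, and a fumarate reductase/succinate dehydrogenase flavoprotein-like protein (g1063; 1.18, standard error 0.14, adjusted p = 2.6e-06). With the median gene at 0 neither passed, and 2 other genes were lower: mitochondrial aconitate hydratase (g743), at -1.06 (adjusted p = 5.4e-09), and citrate synthase (g7726), at -1.06 (adjusted p = 1.6e-09), the enzymes of the first steps of the cycle. As measured, their log2 ratios at 12 h were -0.48 and -0.47. At 24 h they had -0.55 and -0.66, and 1 gene of the list was higher. The list's median log2 ratio was -0.028 at 12 h, or -0.64 relative to the median gene, and -0.147 at 24 h. K14 and K16 were not used here.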

In K14 and K16 (downregulated at 12 h and then rebounding at 24 h), TCA cycle genes were enriched. 

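Transcripts of cytosolic ribosomal proteins were lower in VLC than in HC at 24 h. Of 101 such genes of a keyword list, 69 were lower and 1 was higher (69 and 1 when adjusted over the list alone). The list's median log2 ratio was -2.03, or -2.12 relative to the median gene. 40S ribosomal protein S8 (g5121) had 363.9 ± 23.8 FPKM in VLC and 1730 ± 33.2 in HC at 24 h (SD, n = 2; log2 -2.25, standard error 0.09, adjusted p = 3.2e-11 from limma). The transcript of 60S ribosomal protein L35 (g2663) had 276.9 ± 6.31 and 1223 ± 9.34 (log2 -2.14, standard error 0.06, adjusted p = 3.7e-12). The gene that was higher is annotated as a putative ribosomal protein L34 (g9993; log2 1.78, standard error 0.10, adjusted p = 2.8e-09). At 12 h, 10 of the 101 genes were lower and 1 was higher as measured, with a median of -0.695. By contrast 73 were lower relative to the median gene, with a median of -1.31. The medians at 3 h and 6 h were -0.053 and -0.025, and limma called 0 of the 101 genes at either time (34 and 3 of them at an unadjusted p under 0.05). S8 was below its 0 h level in VLC at 24 h by -2.09 on the log2 scale (adjusted p = 2.7e-11 from limma), while that of HC at 24 h was 0.16 (adjusted p = 0.1).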

Many K5 genes encoded ribosomal proteins, which were downregulated by ca. twofold, indicating that the carbon flow, in response to VLC, might switch from protein synthesis to other pathways (e.g., gluconeogenesis and secondary metabolite biosynthesis).

To track proteome dynamics, tryptic protein digests from samples matching the transcriptome series were measured by ESI LC–MS/MS on LTQ Orbitrap Elite (“Materials and methods”). High biological reproducibility was achieved among replicates (average Pearson correlation coefficient of 0.879). Altogether 3177 protein sequences (supplemental proteome files in PRIDE; PXD010030) were found (i.e., ~ 30% of the total 10,566 proteins encoded in the *N. oceanica* genome [20–22], with > 20% of them observed throughout the 24-h period). When considering only uniquely identified protein groups (i.e., proteins with same identified peptide sequences were grouped), a total of six clusters representing 1965 protein accessions were observed (Fig. 2a; Additional file 9: Dataset S2; “Materials and methods”). For both VLC and HC, > 100 proteins were differentially expressed (as compared to 0 h; > 77% upregulated) at 3 h and more at later hours (Fig. 2a middle and left). Comparing variations between the two cultivation approaches (i.e., VLC vs. HC) revealed that the regulation on proteome level increased over time and peaked at 12 h (72% of the changed proteins were upregulated; Fig. 2a right). The temporal patterns of regulated proteins formed six major clusters identified by the *k*-means algorithm in the MeV software package (Fig. 2b; “Materials and methods”). To inform whether a given pattern was linked to any specific functions, the protein groups in each cluster were manually categorized into seven functional categories, with the largest category in each cluster (ignoring unannotated proteins) designated as its primary functional proteins (Fig. 2b). In all six clusters, the biggest groups are proteins related to the metabolism or to the protein synthesis. In Cluster 1, the biggest group is related to metabolism (mostly components of CCMs, glycolysis/gluconeogenesis and TAG-lipid synthesis), which was first downregulated at 6 h and then upregulated at 12 h. Cluster 2 mainly consists of proteins related to nitrogen metabolism, which were slightly downregulated at 6 h and 12 h. In Cluster 3 the biggest group was protein synthesis, which was downregulated at 12 h and upregulated at 24 h; here, particularly enzymes of the amino acid degradation pathway were affected. In Clusters 4 and 5, proteins of metabolism were upregulated (Cluster 4 at 6 h and 12 h; Cluster 5 at 12 h and 24 h). Most important enzymes regulated in Cluster 4 were from CCM, TCA cycle, amino acid and the lipid pathway. In Cluster 5, mainly enzymes of lipid synthesis, carbon metabolism and CCM were affected. Cluster 6 showed downregulation (at 12 h and 24 h) of metabolism and protein synthesis-related protein groups, of these mostly lipid synthesis, CCM, citric acid cycle and glycolysis/gluconeogenesis.

**Fig. 2:**
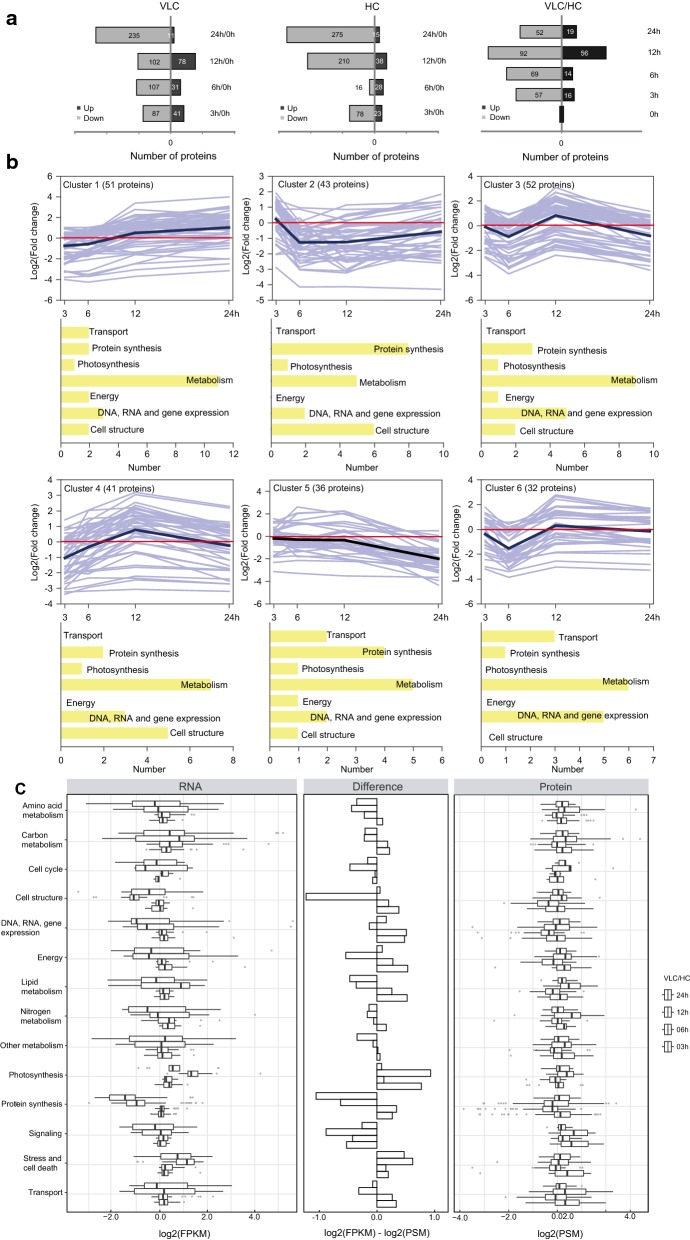
Proteome dynamics in the wild-type *N. oceanica* under VLC/HC. **a** Number of up- or downregulated proteins at each of the time points under VLC (left; relative to 0 h), HC (middle; relative to 0 h) and VLC/HC (right). **b** Temporal patterns of relative protein abundances at 3 h, 6 h, 12 h and 24 h. Clustering of *k*-means using Pearson’s correlation produced six clusters via similarity in abundance profiles. The *y*-axis represents the peptide–spectrum match (PSM). In a cluster, each blue line represents an individual protein, with the median pattern of abundance indicated by a dark blue line. For each cluster, functional categories of its proteins are shown. **c** Overview of gene expression values for mRNA-Seq (left), proteomics (right) and their difference (middle), with samples grouped at four time points from each culture condition. The data represent averages of expression values for genes (FPKM: fragments per kilobase million) and proteins (PSM: peptide–spectrum matches) assigned to selected functional categories

For the various functional categories, temporal dynamics of transcriptome and proteome are mostly consistent, despite higher variance of the former in general (Fig. 2c). For example, in photosynthesis an upregulation of factor 1 (log2(FPKM)/log2(PSM)) on transcriptome at 12 h was apparent as compared to other time points, though not on proteome. 

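Light-harvesting and photosystem transcripts were higher in VLC than in HC at 12 h: 18 of 26 genes of a keyword list (18 when adjusted over the list alone), with a median log2 ratio of 1.21. Against the median gene, 6 of the 26 were higher and the median was 0.603. The light-harvesting complex genes g903 and g6857 had 2427 ± 44.3 and 91.1 ± 12.1 FPKM in VLC and 520 ± 18.3 and 12.4 ± 4.87 in HC at 12 h (SD, n = 2). Their log2 ratios were 2.22 (standard error 0.09, adjusted p = 2e-10 from limma) and 2.82 (standard error 0.19, adjusted p = 8.9e-09), or 1.64 and 2.24 relative to the median gene. Another light-harvesting complex gene, g4156, had a log2 ratio of 0.13 (adjusted p = 0.3 from limma). At 0 h the libraries had 2887 and 3121 FPKM for g903 and 886.2 and 1026 for g6857, above both arms at 12 h. For g4156 they had 99.76 and 86.59, below both arms at 12 h. The list's median was 0.045 at 3 h, 0.212 at 6 h and -0.541 at 24 h, and limma called 0 of the 26 genes at these times (9, 14 and 23 at an unadjusted p under 0.05, the last with 20 below 0). After subtraction of the median gene 1 was lower at 24 h.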

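Of 45 proteasome genes of a keyword list, 15 were lower in VLC than in HC at 24 h (15 when adjusted over the list alone), with a median log2 ratio of -0.844. The proteasome is the complex that degrades tagged proteins. Its beta type 6 subunit (g3870) had a log2 ratio of -1.45 at 24 h (standard error 0.09, adjusted p = 4.3e-09 from limma). At 12 h the list's median was -0.078, with 4 of 44 tested genes higher, and -0.689 relative to the median gene, with 1 higher and 1 lower. Of 46 aminoacyl-tRNA synthetases, which charge tRNAs for translation, 9 were lower and 1 higher at 24 h (9 and 1 when adjusted over the list alone; median -0.602), and leucyl-tRNA synthetase (g7426) had -1.34 (standard error 0.11, adjusted p = 7.3e-08). At 12 h 11 of the 46 were higher as measured, and 6 were higher and 1 lower relative to the median gene. Among 85 heat shock proteins and chaperones tested at 24 h, 8 were higher and 13 lower (8 and 13 when adjusted over the list alone). At 12 h 16 of 84 were higher and 2 lower as measured, and 7 higher and 9 lower relative to the median gene. The BiP-type chaperone g4313 of the endoplasmic reticulum was lower at 24 h (log2 -1.22, standard error 0.07, adjusted p = 3.4e-09). The 70-kD heat shock protein g8242 had 40.4 ± 2.69 FPKM in VLC and 0.263 ± 0.157 in HC (SD, n = 2).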

The protein synthesis, modification, folding and turnover group showed a downregulation on transcriptome at 12 h and 24 h (factor 1 to 2), yet on proteome the downregulation is below a factor of 1 at 6 h and 12 h. In the lipid metabolism group, transcriptome and proteome both showed upregulation at 12 h, yet differ at the other time points. 

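Of 37 genes of fatty acid synthesis tested at 12 h, from a keyword list, 12 were higher and 2 lower in VLC than in HC (12 and 2 when adjusted over the list alone), with a median log2 ratio of 0.222. Against the median gene, 7 were higher and 13 lower, with a median of -0.389. Acetyl-CoA carboxylase (g4840), which makes malonyl-CoA for fatty acid synthesis, had a log2 ratio of 2.40 at 12 h (standard error 0.10, adjusted p = 2.5e-10 from limma) or 1.82 relative to the median gene. A fatty acid elongase (g5641) had 2.65 (standard error 0.10, adjusted p = 7.3e-11 from limma) or 2.07. At 0 h the libraries of g4840 had 1244 and 1358 FPKM, above both arms at 12 h (412.3 and 356.1 in VLC, 67.65 and 75.93 in HC). Those of g5641 had 40.48 and 37.82, between the arms at 12 h (50.43 and 47.2 in VLC, 6.677 and 7.142 in HC). A fatty acid desaturase (g4967) had -1.02 (standard error 0.11, adjusted p = 1.5e-06) or -1.60 relative to the median gene. As measured, its change was under 2-fold without replicate 2 of VLC (-0.94), and narrowly so without replicate 1 of HC (-1.0). At 24 h 4 genes of the list were higher and 1 was lower, and the median was -0.158.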

Nitrogen metabolism was downregulated on transcriptome for 12 h and 24 h, while upregulated on proteome at 12 h.

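Assimilatory nitrate reductase (g2405), which reduces nitrate to nitrite, was lower in VLC than in HC at all 4 times. Its log2 ratios at 3, 6, 12 and 24 h were -1.26 (adjusted p = 3.6e-08 from limma), -1.79 (adjusted p = 6.1e-10), -2.81 (adjusted p = 4.8e-12; -3.39 relative to the median gene) and -1.52 (adjusted p = 1.2e-10), each with a standard error of 0.07. At 12 h it had 61.0 ± 0.865 FPKM in VLC and 432.7 ± 15.9 in HC (SD, n = 2). The high-affinity nitrate transporter g7989 had -1.86 at 24 h (standard error 0.14, adjusted p = 4e-08), and -0.51 at 12 h, or -1.10 relative to the median gene. Of 20 genes tested at 24 h from a keyword list of nitrogen assimilation, 5 were lower and 1 was higher (5 and 1 when adjusted over the list alone). At 12 h, 7 of 18 were higher and 1 was lower as measured, and 1 was higher and 2 lower relative to the median gene. The list takes in genes that do not assimilate nitrogen: folylpolyglutamate synthase (g161), which acts in folate metabolism, was among those higher at 12 h (log2 1.35), and lost the call relative to the median gene (0.77).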

Finally, to simultaneously track the metabolome profile, dynamics of over 100 polar and nonpolar compounds in central carbon metabolism and photorespiration were revealed via the same set of samples via GC–MS (“Materials and methods”). Relative abundances of 23 of them, mostly amino acids and organic acids, were altered between VLC and HC. The increased amino acids include glycine, citrulline, serine, alanine, proline, ornithine, glutamine and asparagine, while valine, isoleucine and tyrosine are decreased under VLC. However, sugars, polyols and nonpolar compounds were mostly unchanged (Fig. 3; Additional file 10: Dataset S3); among them, maltitol, lactitol, fructose and mannose were decreased under VLC. Additionally, biochemical compositions in carbohydrates, proteins and lipids were compared under VLC and HC. The content of proteins was higher under HC than that under VLC, while the contents of carbohydrates and lipids were essentially unchanged (Additional file 11: Fig. S5; “Materials and methods”). This suggests that protein synthesis slowed down under VLC, consistent with the downregulation of protein synthesis genes in both transcript and protein. Thus, majority of the profiled metabolites were not affected by the reduced CO_2_ level.

**Fig. 3:**
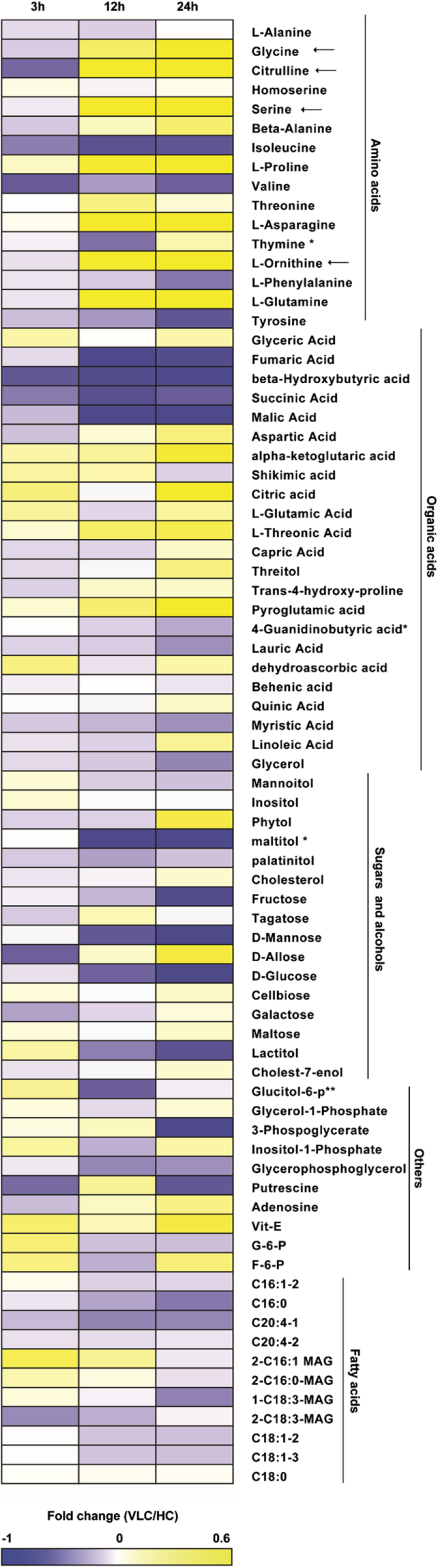
Metabolome dynamics in the wild-type *N. oceanica* under VLC/HC. Dynamics of selected metabolites under VLC/HC, where totally 18 samples were analyzed by GC–MS in triplicates at 3, 12 and 24 h under VLC and HC. The horziontal arrows represent those amino acids highlighted in Fig. 7B

### Induction of bicarbonate transporter and two carbonic anhydrases under VLC suggests the presence of a biophysical CCM

Carbonic anhydrases (CAs) play a key role in biophysical CCM, particularly under low CO_2_ level, as they are localized in cytosol and organelles (mitochondria or chloroplast, including chloroplast endoplasmic reticulum) and catalyze the interconversion between CO_2_ and HCO_3_^−^ [9]. In the *N. oceanica* IMET1 genome, four putative CAs (CA2: g2018; CA3: g2209; CA4: g4812; and CA5: g6125) could be linked to biophysical CCM [20, 21, 28] and predicted to target various cellular compartments (Fig. 4; *Nannochloropsis* spp. produce no extracellular CAs [29, 30], indicating a unique CCM where the cell possesses active bicarbonate transport systems).

**Fig. 4:**
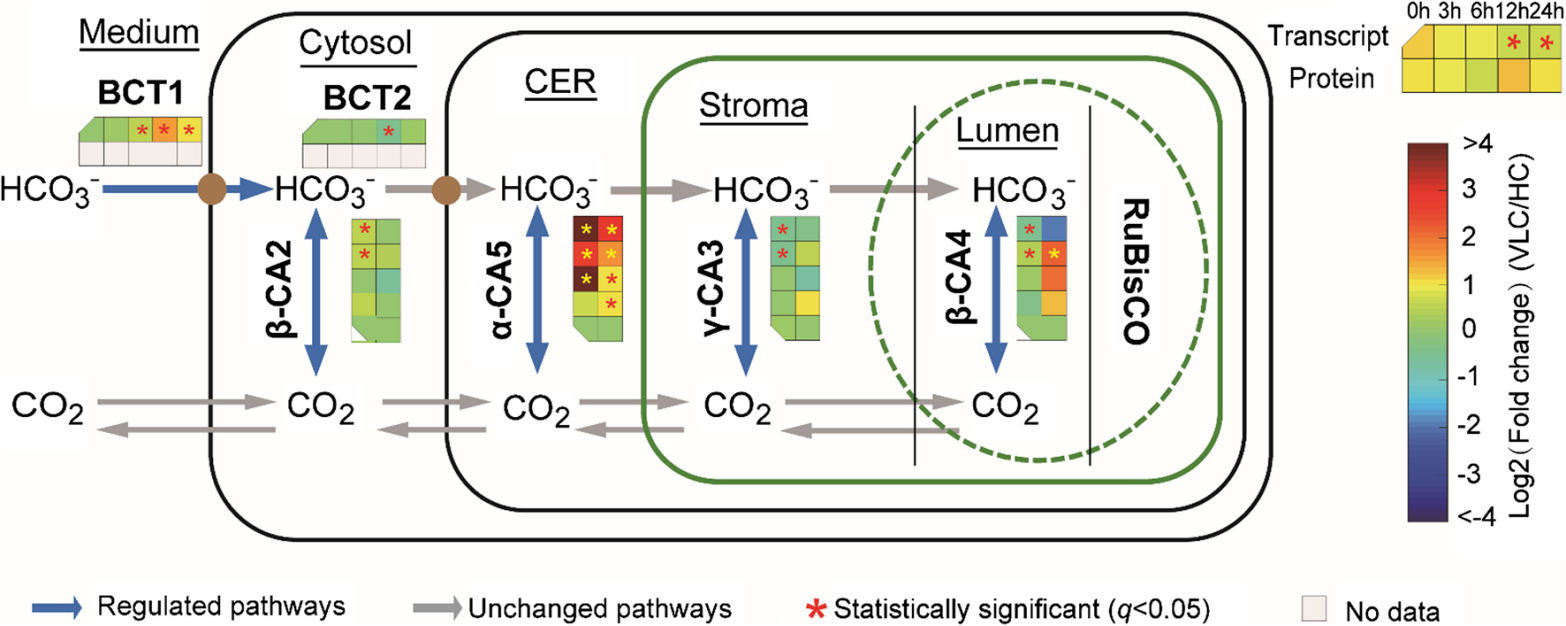
Change of the biophysical CCM pathway in *N. oceanica* under VLC/HC. Dynamics of transcripts and proteins are shown by heatmap at the various time points. Fold changes are calculated under VLC/HC at the time points by FPKM (for mRNA-Seq) values and peptide–spectrum matches (PSMs). CA, carbonic anhydrase; BCT, bicarbonate transporter; CER, chloroplast endoplasmic reticulum; PPC, periplastidal compartment

Under VLC/HC, three of the CA transcripts (CA2, CA4, CA5) were upregulated (Fig. 4); such induction of specific CAs by low CO_2_ stress suggests an active biophysical CCM. Specifically, CA5 transcript (α-type; with type II signal peptide) showed a steady upregulation at 3 h, 6 h, 12 h and 24 h (0.7-, 4.3-, 2.7- and 4.9-loget, respectively) under VLC/HC (also upregulated at the protein level; Fig. 4); moreover, under VLC its transcripts increased by 1.6- and 2.5-loget at 6 h and 24 h as compared to 0 h (Additional file 8: Dataset S1). 

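Of the 4 carbonic anhydrases of the biophysical CCM list, CA5 had the largest change between VLC and HC. CA2 (g2018) had 32.2 ± 1.89 FPKM in VLC and 13.3 ± 0.089 in HC at 12 h (SD, n = 2; log2 1.21, standard error 0.10, adjusted p = 7.8e-08 from limma). CA4 (g4812) had 76.0 ± 2.23 and 36.9 ± 1.05 (log2 1.02, standard error 0.12, adjusted p = 1.8e-06). Against the median gene, these log2 ratios were 0.63 and 0.44, under 2-fold. Leaving out replicate 2 of VLC or replicate 1 of HC at 12 h also took CA4 below 2-fold (0.99 and 1.00). At 24 h CA4 had -0.33 (adjusted p = 0.023 from limma) and CA3 (g2209), which the paper labels beta-type, had -0.39 (adjusted p = 0.0022), both under 2-fold. Of the 6 genes of the list, which also holds BCT1 and BCT2, 1 was higher at 6 h, 4 at 12 h (2 relative to the median gene) and 2 at 24 h, as many as when adjusted over the list alone. The study describes these genes from the same libraries, so the counts are not independent evidence. From the rise of CA2, CA4 and CA5 the paper proposes that a biophysical CCM, which moves and interconverts CO2 and bicarbonate, was active under VLC. It also draws on a rise of CA5 protein and on a CA5 homolog reported as essential for the CCM. The rise of BCT1 and of other candidate bicarbonate transporters is further evidence it gives.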

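The CA5 gene (g6125) lies on scaffold 214 from 208828 to 211164 in the coordinates of the deposited tables. Its transcript had 1124 ± 574 FPKM in VLC and 57.3 ± 3.89 in HC at 6 h (SD, n = 2), a log2 ratio of 4.17 (standard error 0.23, adjusted p = 3.1e-08 from limma). At 24 h it had 2102 ± 13.5 and 64.2 ± 6.78, a log2 ratio of 5.02 (adjusted p = 2.8e-10). At 12 h the log2 ratio was 3.33 (adjusted p = 1.5e-08), or 2.75 relative to the median gene, and at 3 h it was 0.62 (adjusted p = 0.09). The VLC libraries at 6 h had 717 and 1530 FPKM, both above those of HC at 54.5 and 60. Relative to 0 h, where it had 326.7 ± 4.47 FPKM, the transcript was higher in VLC by a log2 change of 1.68 at 6 h (adjusted p = 1.3e-05) and 2.68 at 24 h (adjusted p = 9.4e-08), and stood at 0.04 at 12 h (adjusted p = 0.87). In HC it was below the 0 h level by -2.49 at 6 h (adjusted p = 2.1e-07), -3.29 at 12 h (adjusted p = 5.1e-09) and -2.33 at 24 h (adjusted p = 6.5e-07).

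**Figure D2:**
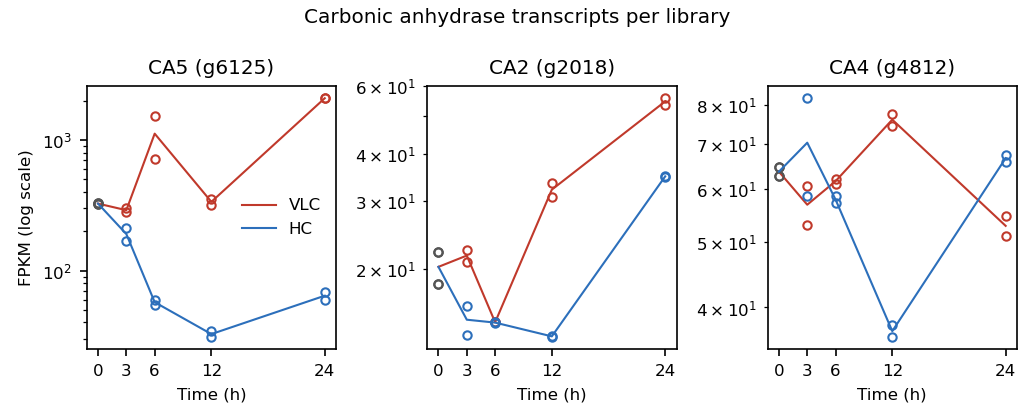
FPKM of CA5, CA2 and CA4 on a log scale (y axes, which differ between panels) against time in hours (x axes). Circles are libraries (2 per group; grey at 0 h) and lines join the means of VLC (red) and HC (blue); at 24 h the VLC libraries of CA5 lie at 2092 and 2111 and those of HC at 59.4 and 69.0.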

The active role of CA5 in carbon fixation was supported by the recent discovery of CAH1, an *N. oceanica* CCMP1779 homolog of CA5, as an essential, ER lumen-targeted component of CCM [27]. On the other hand, CA2 (β-type) g2018 steadily increased in abundance under VLC, suggesting its active role in adaptation to low CO_2_ (Additional file 8: Dataset S1; [28]). 

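In VLC the CA2 transcript had 20.2 ± 2.74 FPKM at 0 h, 21.7 ± 1.11 at 3 h, 14.5 ± 0.0268 at 6 h and 54.7 ± 1.60 at 24 h (SD, n = 2). Relative to 0 h this is a log2 change of 0.10 at 3 h (adjusted p = 0.41 from limma), -0.45 at 6 h (adjusted p = 0.00092), 0.65 at 12 h (adjusted p = 3.2e-05) and 1.40 at 24 h (standard error 0.10, adjusted p = 1.2e-08). The last of these was over 2-fold. In HC the change at 24 h was 0.76 (adjusted p = 1e-05). Between VLC and HC the log2 ratio was 0.53 at 3 h (adjusted p = 0.0048), 0.00 at 6 h (adjusted p = 0.99) and 0.64 at 24 h (adjusted p = 7.3e-05).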

Interestingly, under nitrogen depletion (N−), g2018 was the only CA whose transcript was upregulated versus nitrogen replete condition (N+), by 0.9-, 1.2- and 1.5-loget at 12 h, 24 h and 48 h, respectively [21], indicating auxiliary regulation of the CCM by *N* availability.

*Nannochloropsis oceanica* genome harbors two bicarbonate transporters considered responsible for HCO_3_^−^ uptake in CCM: BCT1 (g19) and BCT2 (g1855). Both belong to the solute carrier protein 4 (SLC4) family and share 47% and 46% amino acid sequence identity with their known diatom counterpart (XP_002177487.1, which can directly pump HCO_3_^−^ from seawater for photosynthetic carbon fixation [31]). 

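Transcripts of BCT1 (g19; scaffold 7, from 29470 to 31881), a bicarbonate transporter of the SLC4 family in the paper and annotated as a boron transporter in the deposited tables, were higher in VLC than in HC at 12 h and 24 h. They had 68.7 ± 4.36 FPKM in VLC and 14.7 ± 1.80 in HC at 12 h (SD, n = 2; log2 2.15, standard error 0.13, adjusted p = 4.8e-09 from limma; 1.57 relative to the median gene). At 24 h they had 101.9 ± 2.10 and 44.5 ± 0.651 (log2 1.18, adjusted p = 3.2e-06). The log2 ratio was 0.13 at 3 h (adjusted p = 0.53) and 0.45 at 6 h (adjusted p = 0.044). BCT2 (g1855), the other member of the family, had 0.18 at 12 h (adjusted p = 0.08) and 0.24 at 24 h (adjusted p = 0.032), both under 2-fold.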

During CCM induction, g19 transcript was upregulated by over 1.0-loget under VLC/HC (Fig. 4), yet downregulated (0.6-loget) at the onset of N− (i.e., under N−/N+ [21]). In addition, transcripts of several ABC transporters (g6647, g6756) and SLC26 family proteins (g6134, g9142 and g9968), which might also be BCTs, were upregulated at 6 h and 24 h under VLC/HC. Thus, the supply of carbon to the Calvin cycle is likely not by passive CO_2_ diffusion but via coordination of such high-affinity uptake transporters for bicarbonate. Collectively these evidences support an active biophysical CCM under VLC.

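At 24 h the genes that the paper places in the SLC26 family, g6134 (28.9 ± 1.37 FPKM in VLC and 0.649 ± 0.336 in HC; SD, n = 2), g9142 (141.5 ± 2.53 and 26.8 ± 0.203) and g9968, were higher in VLC than in HC. Their log2 ratios were 4.20 (standard error 0.21, adjusted p = 5.1e-10 from limma), 2.36 (standard error 0.09, adjusted p = 2.3e-11) and 1.56 (standard error 0.27, adjusted p = 0.00016). The deposited tables annotate g6134 as an MC family transporter and g9968 as an RCC1-like protein. The ABC transporter g6756 had 1.82 at 24 h (standard error 0.08, adjusted p = 2.8e-10) and g6647 had 0.55 (adjusted p = 0.00011), under 2-fold. At 6 h, g6647 had 0.79 (adjusted p = 4.2e-05), g9142 had 0.75 (adjusted p = 4.3e-05) and g6756 had -0.14 (adjusted p = 0.32). At that time g6134 and g9968 were below 10 FPKM in both arms and were not tested. At 12 h, g6647 (2.54, or 1.95 relative to the median gene), g6756 (1.98, or 1.40) and g6134 (3.40, or 2.81) were higher. g9968 had 1.29 at 12 h, a call that was lost relative to the median gene (0.71) and without replicate 1 of HC (0.90). Of the 7 candidate bicarbonate transporters listed, which also hold the LCI1 homologs, 5 were higher at 12 h and 4 of 6 tested at 24 h (5 and 4 when adjusted over the list alone; 4 and 4 relative to the median gene). With the Dataset S1 constant subtracted, 3 of these transporters were higher at 12 h and 4 at 24 h. The paper reports their response in the same libraries, so the counts are not independent evidence.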

### Induction of transcript abundance and enzymatic activity of C4-like genes under VLC indicates an active biochemical CCM

The biochemical CCM (e.g., in the diatom *Thalassiosira weissflogii*) involves the C4 pathway: fixing HCO_3_^−^ into C4 compounds (oxaloacetate) by phosphoenolpyruvate carboxylase (PEPC), decarboxylating oxaloacetate into CO_2_ and malate by malate dehydrogenase (MDH) and/or malic enzyme (ME), and then utilizing CO_2_ in the Calvin cycle [9, 11, 13]. These C4-like genes are present in *N. oceanica*, consistent with a potential C4 cycle (Fig. 5; Additional file 12: Table S4; Additional file 13: Fig. S6; “Materials and methods”). Intriguingly, PEPC that β-carboxylates phosphoenolpyruvate (PEP) to oxaloacetate (OAA) in the presence of HCO_3_^−^ and Mg^2+^ (or Mn^2+^) and phosphoenolpyruvate carboxylase kinase (PEPCK) which converts oxaloacetate (OAA) to phosphoenolpyruvate (PEP) are both predicted to target mitochondria in *N. oceanica* (Additional file 12: Table S4), although they are chloroplastic in higher plants [32]. In both *N. gaditana* and *N. oceanica*, HCO_3_^−^ uptake can persist in darkness for 20 min or longer [29, 33], indicating that supply of inorganic carbon for photosynthetic CO_2_ fixation might partially rely on mitochondria via the associated PEPC and PEPCK activities [34]. Thus, *N. oceanica* can potentially employ PEPC and PEPCK as the primary inorganic carbon fixation step in a C4-like pathway in mitochondria, followed by chloroplastic ME-mediated decarboxylation of malate to enrich CO_2_ in the chloroplast. Such a mitochondria-implicated C4-based CCM is not previously known to exist in microalgae.

**Fig. 5:**
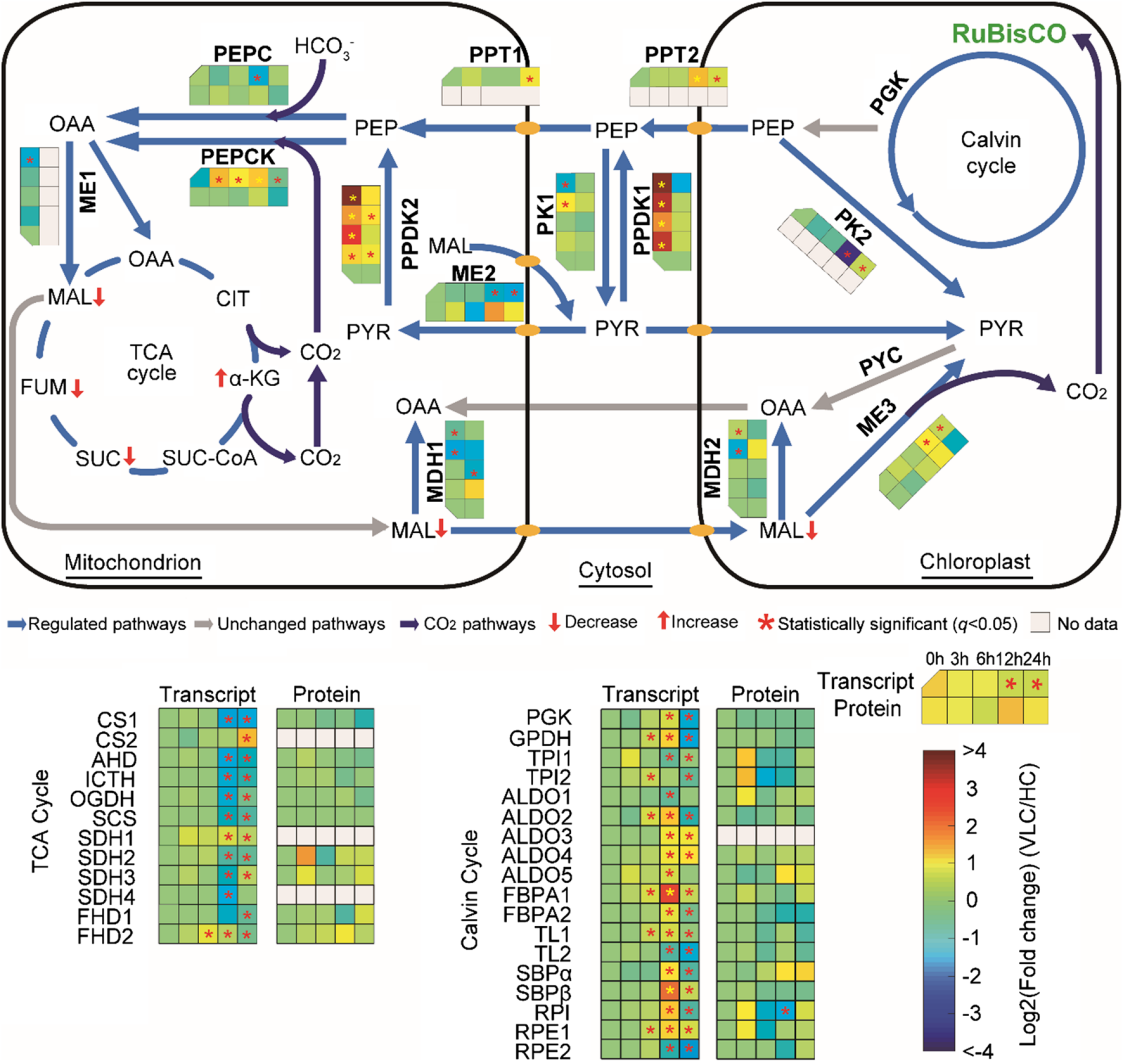
Change of the biochemical CCM pathway in *N. oceanica* under VLC/HC. PEPC, phosphoenolpyruvate carboxylase; PEPCK, phosphoenolpyruvate carboxylase kinase; PPDK, pyruvate orthophosphate dikinase; MDH, malate dehydrogenase; ME, malic enzyme; PK, pyruvate kinase; PYC, pyruvate carboxylase; PPT, Pi/PEP translocator; SFC, succinate/fumarate carrier; OAA, oxaloacetate; CIT, citrate; FUM, fumarate; SUC, succinate; α-KG, α-ketoglutarate; PEP, phosphoenolpyruvate; PYR, pyruvate; MAL, malate. The metabolites up- or downregulated based on the metabolomics analysis are indicated by red arrows

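Transcripts of PEPC (g5140), which fixes bicarbonate onto phosphoenolpyruvate, had 114 ± 3.58 FPKM in VLC and 102.7 ± 0.825 in HC at 6 h and 309.5 ± 1.75 and 361.4 ± 10.2 at 12 h (SD, n = 2). Their log2(VLC/HC) was -0.29 at 3 h (adjusted p = 0.013 from limma), 0.14 at 6 h, -0.22 at 12 h and 0.23 at 24 h, all under 2-fold. The malate dehydrogenases g7798 and g9301 had -0.78 and -0.31 at 12 h, and -1.37 (adjusted p = 5e-10) and -0.89 relative to the median gene. As measured, g7798 did not pass. Among the malic enzymes, NAD-dependent g2252 was lower at 24 h (log2 -1.48, standard error 0.09, adjusted p = 2.6e-09), NADP-dependent g8325 was higher at 12 h (1.61, standard error 0.09, adjusted p = 1.1e-09; 1.03 relative to the median gene), and NAD-dependent g3463 had -0.78 at 24 h (adjusted p = 0.00021). With the Dataset S1 constant subtracted, g8325 had 0.95 at 12 h, under 2-fold. Of the 10 C4-like genes listed, which also hold PEPCK and the PPDKs, 3 were higher at 3 h, 3 at 6 h, 5 at 12 h and 3 at 24 h, and 1 was lower at 24 h, as many as when adjusted over the list alone. Against the median gene 5 were higher and 1 was lower at 12 h, and with the Dataset S1 constant subtracted 4 were higher and 1 was lower. They come from the libraries in which the study describes these genes and are not independent evidence.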

For C4-like genes, although transcript abundance of PEPC, MDH and ME (including NAD-ME and NADP-ME) is largely insensitive to variation in CO_2_ level (Fig. 5), PEPC protein abundance shows a 0.3-loget upregulation at 3 h between VLC and HC proteomes (Fig. 5; Additional file 9: Dataset S2). Moreover, the enzymatic activities of PEPC, MDH and NADP-ME all exhibit an increase in 1–2-logets, as measured from the cellular extracts (elevation by ~ fourfold for PEPC; Fig. 6a; “Materials and methods”). Thus, the activity of these key C4-like enzymes might be regulated primarily at the protein level (e.g., allosteric and posttranslational regulation as in *Opuntia ficus*-*indica* [35]) and by pH or diurnal cycle [9]. Notably, the increase in PEPC activity might optimize the use of available phosphoenolpyruvate for carbon fixation, while saving pyruvate for acetyl-CoA formation. Consistently, for PEPCK (g6884), the transcript was upregulated up to 1.0-loget at 6 h under VLC (Fig. 5), whereas its enzyme activity was 1.0-loget higher (Fig. 6a). 

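The PEPCK transcript had 233.8 ± 15.9 FPKM in VLC and 121.4 ± 1.52 in HC at 6 h (SD, n = 2), a log2 ratio of 0.94 (standard error 0.13, adjusted p = 0.00021 from limma), just under 2-fold. Without replicate 1 of VLC at 6 h it was 1.01 (adjusted p = 0.0011). The log2 ratio was 1.36 at 3 h (adjusted p = 1.6e-05), 1.96 at 12 h (adjusted p = 8.6e-09; 1.37 relative to the median gene) and -0.08 at 24 h (adjusted p = 0.62). At 24 h its level was 478 ± 13.9 FPKM in VLC and 503.9 ± 1.06 in HC.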

In fact, the PEPCK protein was detected by immunoblot under VLC but not under HC (Fig. 6b), which confirms the induction of PEPCK in both protein abundance and enzyme activity in response to the reduced level of CO_2_. Though PEPCK usually functions as OAA-decarboxylating enzyme, the reaction can favor OAA synthesis (e.g., in *Actinobacillus* [36] and *E. coli* [37]) as it is thermodynamically reversible. Thus, PEPCK working in the direction of OAA synthesis may occur under high PEP concentrations and low OAA concentrations in mitochondria. This hypothesis is underpinned by the VLC induction of other C4-like genes converting pyruvate into PEP, such as pyruvate orthophosphate dikinase (PPDK) and transcripts for the three PPDKs (g3407, g5453 and g5454), which were upregulated by 2.3–4.3-loget, respectively (Fig. 5). 

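All 3 PPDK genes were higher in VLC than in HC at 6, 12 and 24 h. At 24 h, g3407 had 275.2 ± 11.5 FPKM in VLC and 9.66 ± 0.476 in HC (SD, n = 2), g5453 had 659 ± 18.8 and 24.5 ± 3.66, and g5454 had 248.6 ± 4.53 and 8.78 ± 0.875. Their log2 ratios were 4.70 (standard error 0.14, adjusted p = 3.9e-12 from limma), 4.70 (standard error 0.22, adjusted p = 3.5e-10) and 4.68 (standard error 0.22, adjusted p = 2.9e-10). At 6 h they were 1.69, 2.82 and 2.89, and at 12 h 4.07, 2.49 and 2.52, or 3.49, 1.91 and 1.94 relative to the median gene. At 3 h, g3407 was already higher (2.63, adjusted p = 4.9e-08), g5454 had 0.66 (adjusted p = 0.059), and g5453 had 1.13 (adjusted p = 0.0058), which did not pass without replicate 1 of HC (0.86, adjusted p = 0.052). In VLC, g3407 rose from 0.893 ± 0.281 FPKM at 0 h to 280.3 ± 7.16 at 12 h. g5453 and g5454 are neighbours on scaffold 182, from 273637 to 275628 and from 276584 to 278838. Reads that map to more than 1 place had been left out by the authors.

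**Figure D3:**
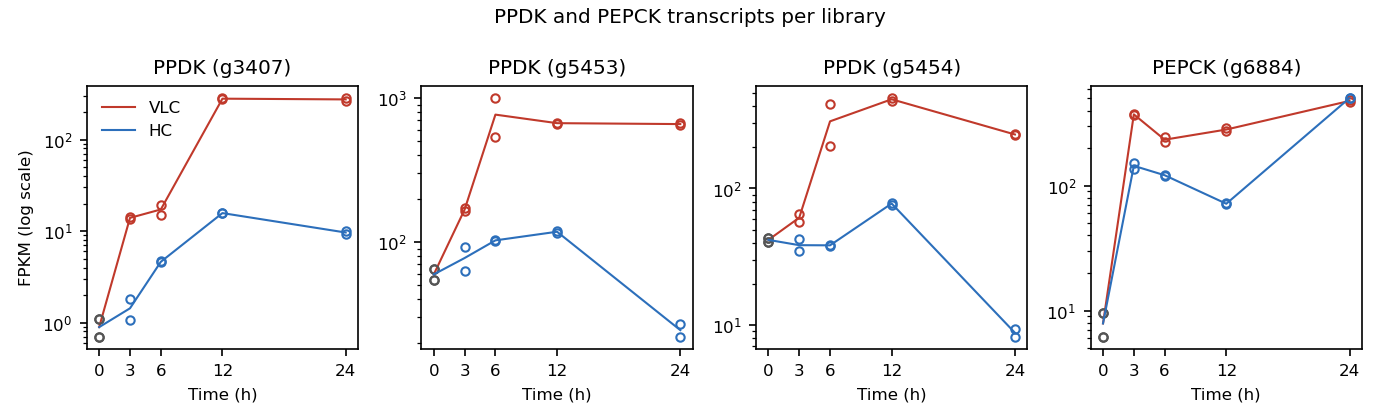
FPKM of the PPDK genes g3407, g5453 and g5454 and of PEPCK on a log scale (y axes, which differ between panels) against time in hours (x axes). Circles are libraries (2 per group; grey at 0 h) and lines join the means of VLC (red) and HC (blue); PEPCK rises in both arms, while at 24 h g5454 stands at 248.6 FPKM in VLC and 8.78 in HC.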

Notably, two of the PPDKs (g5453 and g5454) showed a 0.6-1.0-loget upregulation by proteome analysis (Fig. 5).

**Fig. 6:**
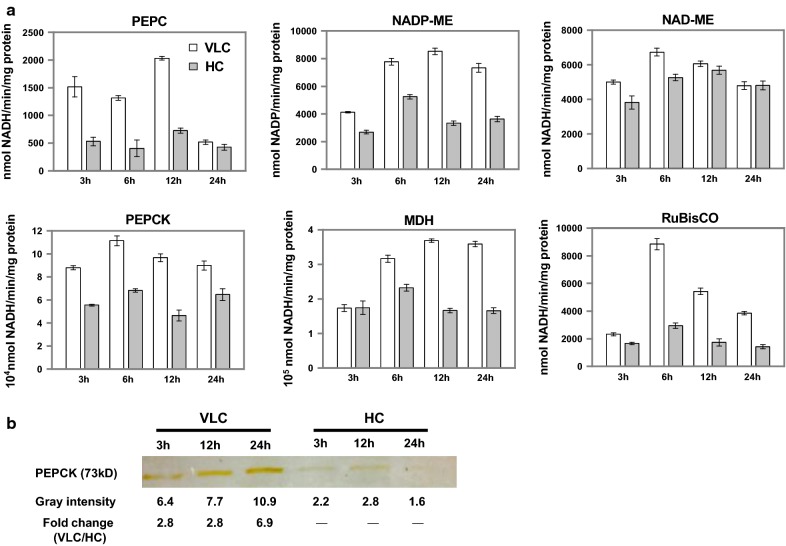
Enzymatic assays of key biochemical CCM genes in *N. oceanica* under VLC/HC. **a** Enzyme activities of C4-like genes under VLC and HC, including ME, MDH, PEPC and PEPCK. **b** Quantification of PEPCK protein under VLC and HC. Immunoblot band was detected from the cellular extract under VLC but not under HC (loading of 15 μg total protein)

Changes in TCA metabolite pools under VLC were revealed by metabolomics. Although the level of α-ketoglutaric acid (α-KG) increased, those of succinate, fumarate and malate decreased (Fig. 5; Additional file 10: Dataset S3). This might be a consequence of higher malate consumption in the chloroplast under the presumption of malate shuttling carbon from mitochondrion to chloroplast. Increased anaplerotic OAA formation by PEPC and PEPCK would replenish TCA cycle under increased malate efflux. Furthermore, the unusual mitochondrial localization of PEPC and PEPCK might allow salvaging of CO_2_ released in the decarboxylation reactions of the TCA cycle. Taken together, the culminating evidences of transcriptomic, proteomic, metabolomic and enzyme activity data support the notion of a biochemical CCM under VLC in this organism.

### A plantlike basal CCM underpinned by photorespiration, the THF cycle and the ornithine urea cycle is suggested

A “basal” CCM that involves mitochondrial CAs has been proposed in higher plants, like *Arabidopsis* and maize, since the γ-type CAs in mitochondria are present in almost all photosynthetic eukaryotic organisms, but not in animals or fungi [14]. The γ-type CAs can attach to NADH–ubiquinone oxidoreductase complex I (CI) of the respiratory chain and form a spherical extra domain (named CA domain) on the matrix side of its membrane arm [14]. The CA domain (interacting with mitochondrial carbonic anhydrase) of CI forms part of a mitochondrial bicarbonate export system which enables the efficient transfer of mitochondria-produced CO_2_, in the form of bicarbonate and via mitochondrial decarboxylation reactions (including TCA cycle and photorespiration), into the chloroplast [38]. In Arabidopsis, those mutants defective in two mitochondrial CA subunits show an altered photorespiratory phenotype [39], which suggests that mitochondrial CA and CI are linked to photorespiration. This “basal” CCM can account for 10–20% of carbon fixation in C3 plants [14].

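The complex I gene g4915, a subunit of the mitochondrial respiratory chain, had 29.8 ± 1.51 FPKM in VLC and 7.04 ± 0.612 in HC at 12 h (SD, n = 2), a log2 ratio of 1.94 (standard error 0.10, adjusted p = 1.3e-09 from limma) or 1.35 relative to the median gene. At 0 h it had 36.6 FPKM, above both arms at 12 h. Its log2 ratio was 0.25 at 3 h (adjusted p = 0.11), 0.13 at 6 h (adjusted p = 0.45) and 0.08 at 24 h (adjusted p = 0.54). The gamma-type carbonic anhydrase g1084 had 115.2 ± 3.27 FPKM in VLC and 144.8 ± 0.252 in HC at 24 h, a log2 ratio of -0.33 (standard error 0.09, adjusted p = 0.0064), under 2-fold. The list of this basal CCM holds these 2 genes, so 1 of 2 was higher at 12 h (1 when adjusted over the list alone). This is not independent evidence, since the study describes them from the same libraries.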

In *N. oceanica*, a “basal” CCM is likely present, as suggested by upregulation of the key components under VLC (Fig. 7a): A NADH–ubiquinone oxidoreductase complex I (CI: g4915) that harbors a conserved CA domain (potentially interacting with mitochondrial carbonic anhydrase; [38, 40]) is upregulated 1.4-loget at 12 h under VLC/HC (Fig. 7a), yet downregulated (0.7–1.7-fold) under N−/N+ [21]; moreover, a γ-type CA transcript (g1084; with a mitochondrial signal peptide) is downregulated at 6 h under N−/N+ [21], yet exhibits a slight upregulation trend at 24 h under VLC/HC (Additional file 8: Dataset S1). Since excess CO_2_ would be produced in mitochondria as a result of two decarboxylation reactions (one from the TCA cycle and the other from glycine–serine conversion in photorespiration) under various stresses, this pathway can potentially recycle the portion of mitochondrial CO_2_ for the RuBisCO-mediated carbon fixation following CO_2_ diffusion into the chloroplast. Thus, this “basal” CCM in *N. oceanica* may be linked to the photorespiration pathway, which is highly compartmentalized as it involves chloroplasts, peroxisome, mitochondria and cytosol (Fig. 7a).

**Fig. 7:**
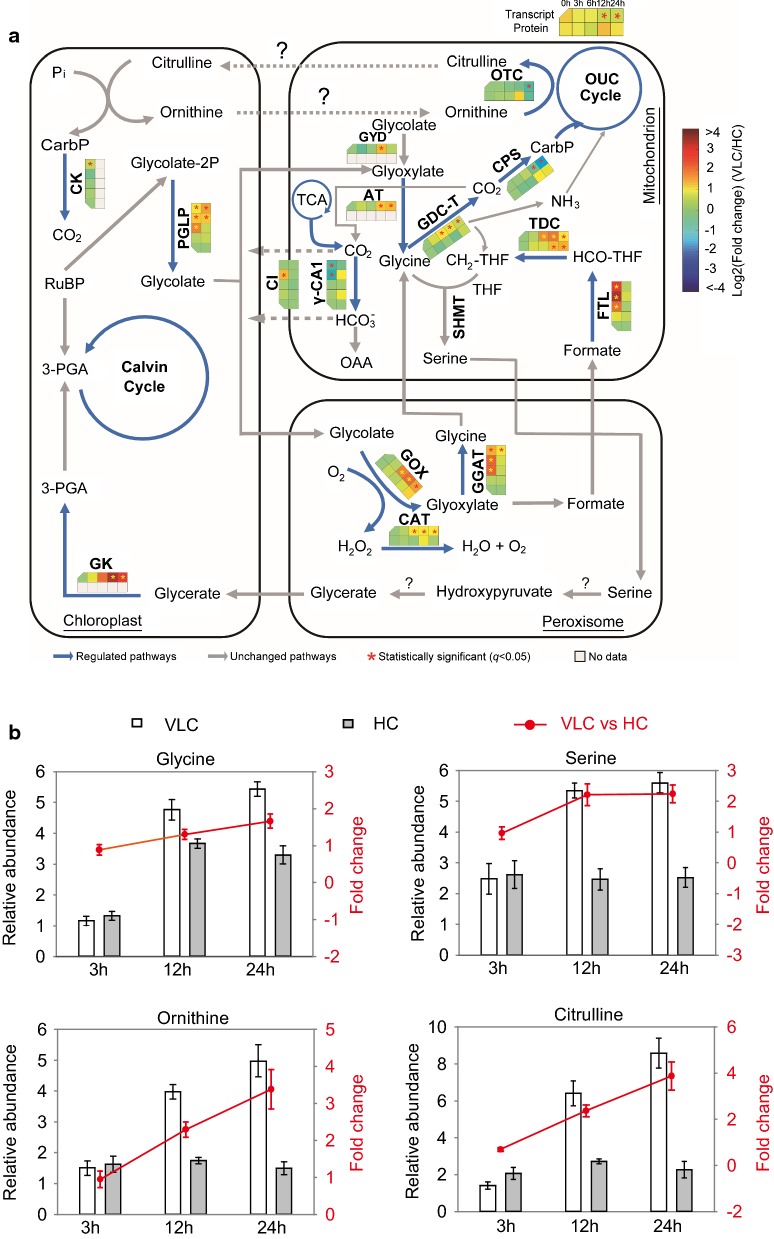
Basal CCM associated with the photorespiratory pathway, the one-carbon metabolism and the ornithine urea cycle in *N. oceanica* under VLC/HC. **a** Proposed “basal” CCM that is linked to the photorespiration pathway, one-carbon metabolism and the ornithine urea cycle. 3-PGA, 3-phosphoglyceric acid; CarbP, carbamoyl phosphate; CK, creatine kinase; CI, NADH–ubiquinone oxidoreductase complex I; γ-CA, γ-carbonic anhydrase; CPS, carbamoyl phosphate synthase; TDC, tetrahydrofolate dehydrogenase/cyclohydrolase; FTL, formyltetrahydrofolate ligase; GDC, glycine decarboxylase; GYD, glycolate dehydrogenase; OTC, ornithine transcarbamoylase; THF, tetrahydrofolate; OAA, oxaloacetate; TCA, tricarboxylic acid cycle; PGLP, phosphoglycolate phosphatase: GK, glycerate kinase; GOX, glycolate oxidase; GGAT, glutamate:glyoxylate aminotransferase; GDC-T, glycine decarboxylase complex T-protein; CAT, catalase; AT, alanine aminotransferase; SHMT, serine hydroxymethyltransferase. **b** Dynamics of the relative abundance of amino acids involved in photorespiration (glycine and serine) and the ornithine urea cycle (ornithine and citrulline)

The reconstructed photorespiratory pathway of *N. oceanica*, similar to that of higher plants (i.e., the photorespiratory C2 cycle [41]; Fig. 7a), possesses several characteristic genes, like phosphoglycolate phosphatase (PGLP, g10166), glycerate kinase (GK, g1836), glycolate oxidase (GOX, g640), glutamate:glyoxylate aminotransferase (GGAT, g3637), glycine decarboxylase complex proteins (GDC, g176), alanine aminotransferase (AT, g6487) and serine hydroxymethyltransferase (SHMT; g1924 and g6217, with the latter being mitochondrion-targeted). In *Arabidopsis thaliana,* two genes encoding peroxisomal glutamate:glyoxylate aminotransferase (GGAT1, At1g23310 and GGAT2, At1g70580) participate in photorespiration; however, only one (g3637) is present in *N. oceanica* genome. Notably, two critical genes that are present in higher plant photorespiration, serine:glyoxylate aminotransferase (SGMT) and hydroxypyruvate reductase (HPR) are absent in *N. oceanica*, suggesting a yet-to-be defined photorespiratory pathway in this industrial microalga.

Under VLC/HC, almost all photorespiration genes in *N. oceanica* were strongly upregulated at 3 h, 6 h, 12 h and 24 h (Fig. 7a), including PGLP (g10166), GK (g1836), GOX (g640), AAT (g6487), GGAT (g3637) and SHMT (g6217, mitochondria). 

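Genes of photorespiration, which recovers the 2-phosphoglycolate made by the oxygenase reaction of RuBisCO, were higher in VLC than in HC at 12 h: 10 of 11 listed genes (10 when adjusted over the list alone), and 4 relative to the median gene. At 6 h 3 of 10 tested genes were higher and at 24 h 3 of 11 (3 and 3 when adjusted over the list alone). The paper reports the response of these genes in the same libraries, so the counts are not independent evidence. GGAT (g3637), a glyoxylate aminotransferase, had 163 ± 55.2 FPKM in VLC and 29.7 ± 0.888 in HC at 6 h (SD, n = 2; log2 2.37, standard error 0.16, adjusted p = 1.8e-07 from limma). Its log2 ratios were 2.99 at 12 h (2.40 relative to the median gene) and 1.60 at 24 h. Glycolate oxidase GOX (g640) had 1.99 at 6 h (adjusted p = 1e-06), 2.76 at 12 h (2.17) and 1.80 at 24 h. The phosphatase PGLP (g10166) had 2.00 at 6 h (adjusted p = 3.5e-08), 1.95 at 12 h (1.37) and 0.95 at 24 h, the last under 2-fold. AT (g6487) had 1.84 at 12 h (1.25) and 1.37 at 24 h. GK (g1836), with 1.17 at 12 h, and the SHMT genes g6217 (1.18) and g1924 (1.41) were under 2-fold relative to the median gene, at 0.58, 0.59 and 0.83. GGAT and GOX had 220.4 and 196.2 FPKM at 0 h and were lower in both arms at 12 h. They then had 105.8 and 46.4 in VLC and 12.5 and 6.08 in HC. By contrast GK and AT, at 6.19 and 1.34 FPKM at 0 h, were above that level in both arms at 12 h. At 3 h the list's median log2 ratio was 0.265 and limma called 0 of 10 genes (5 at an unadjusted p under 0.05, 4 of them above 0).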

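Of the subunits of glycine decarboxylase, the mitochondrial complex that splits glycine, the T-protein gene g176 had 101.3 ± 4.01 FPKM in VLC and 39.9 ± 0.0799 in HC at 12 h (SD, n = 2), a log2 ratio of 1.32 (standard error 0.14, adjusted p = 6.3e-07 from limma). The H-protein gene g260 had 1.15 (standard error 0.10, adjusted p = 1.3e-07), g1059, the paper's L-protein gene, had 1.06 (standard error 0.09, adjusted p = 8.9e-08) and g9801, its P-protein gene, had 0.59 (adjusted p = 0.00077), under 2-fold. The deposited tables annotate g1059 as glycine dehydrogenase (decarboxylating) and g9801 as a putative isoprenylcysteine carboxyl methyltransferase. Relative to the median gene they had 0.74, 0.57, 0.47 and 0.00, all under 2-fold. Without replicate 1 of HC at 12 h g260 had 0.97. At 6 h g176 had 0.99 (adjusted p = 0.0002), or 1.04 relative to the median gene.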

Notably, among the four units of glycine decarboxylase (GDC; H-, T-, L- and P-proteins; g260, g176, g1059 and g9801) only the T-protein transcript (g176; mitochondrion) was elevated by 1-loget at 12 h under VLC/HC. These imply that the photorespiratory carbon metabolism might play a decisive role in the re-assimilation of “lost carbon” via the oxygenation of RuBisCO under VLC. Moreover, the contents of glycine and serine increased by 1.3- and 1.7-loget under VLC/HC (Fig. 7b), consistent with the upregulation of photorespiratory CO_2_ cycle transcripts. At the protein level, GDC (g1059), GOX, GGAT and SHMT showed ca.1-2-loget upregulation at 24 h under VLC/HC (Fig. 7a).

The Wood–Ljungdahl pathway, usually found in bacteria and archaea, mediates anaerobic assimilation of CO and CO_2_; interestingly, homologous genes of this pathway are present in *N. oceanica*, e.g., formyltetrahydrofolate ligase (FTL, g5846), methylene tetrahydrofolate reductase (MTR, g3586 and g6732), tetrahydrofolate dehydrogenase/cyclohydrolase (TDC, g8540) and formaldehyde dehydrogenase (FDD, g5814); yet the formate dehydrogenase which catalyzes the first step reaction of this pathway is absent in the IMET1 genome. Although MTR (g3586 and g6732) was downregulated, FTL and TDC were highly upregulated (above 1.0-loget) under VLC/HC (Fig. 7a and Additional file 8: Dataset S1) and exhibited an expression pattern similar to the photorespiration genes (Additional file 9: Dataset S2), suggesting their participation in photorespiration and formation of a THF cycle to transfer –CH_3_ onto serine. Hence, in *N. oceanica* the incomplete Wood–Ljungdahl pathway may serve as a branch for photorespiratory carbon cycle.

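In the THF cycle, which carries 1-carbon units on tetrahydrofolate, formate-tetrahydrofolate ligase FTL (g5846) had 369.7 ± 30.9 FPKM in VLC and 49.7 ± 0.763 in HC at 24 h (SD, n = 2). Its log2(VLC/HC) was 2.14 at 6 h (adjusted p = 1.7e-06 from limma), 4.03 at 12 h (3.44 relative to the median gene) and 2.87 at 24 h (standard error 0.18, adjusted p = 6.3e-09). TDC (g8540) had 1.90 at 6 h (adjusted p = 9.1e-07), 2.83 at 12 h (2.25) and 1.21 at 24 h (standard error 0.15, adjusted p = 6.8e-06). The MTR genes g3586 and g6732 were lower at 24 h, with -1.37 (standard error 0.10, adjusted p = 1.9e-08) and -1.01 (standard error 0.10, adjusted p = 6.5e-07). Without replicate 1 of VLC at 24 h g6732 had -0.93. FDD (g5814) had 1.28 at 12 h, or 0.69 relative to the median gene, under 2-fold. Of the 5 genes of the list, whose response the study reports from the same libraries, so that this is not independent evidence, 2 were higher at 6 h, 3 at 12 h (2 relative to the median gene) and 2 at 24 h, when 2 were lower, as many as when adjusted over the list alone. FTL stood -3.53 from its 0 h level on the log2 scale in HC at 12 h and 0.50 from it in VLC.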

In addition, a subset of genes in the ornithine urea cycle (OUC) was either upregulated [including ornithine aminotransferase (OAT; g2594)] or downregulated [e.g., carbamoyl phosphate synthase (CPS; g1666), ornithine transcarbamoylase (OTC, g1074), argininosuccinate synthase (ASS, g9579), argininosuccinate lyase (ASL; g281), arginase (ARG; g2649) and ornithine decarboxylase (ODC; g9591); Additional file 8: Dataset S1]. These genes (CPS and OTC) may also participate in the ornithine–citrulline shuttle between mitochondrion and chloroplast with creatine kinase (CK; g1246) [42]. 

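At 24 h the transcripts of CPS (g1666), which makes carbamoyl phosphate from ammonia, and ASS (g9579) were lower in VLC than in HC. CPS had 50.1 ± 1.49 FPKM in VLC and 138.6 ± 0.0269 in HC (SD, n = 2; log2 -1.45, standard error 0.08, adjusted p = 1.3e-09 from limma). ASS had 156.4 ± 4.31 and 337.1 ± 3.01 (log2 -1.10, standard error 0.09, adjusted p = 1.4e-07). OTC (g1074), ASL (g281) and ODC (g9591) had -0.35, -0.57 and -0.96 at 24 h, under 2-fold, and ODC passed relative to the median gene at 12 h (-1.44) and 24 h (-1.06). At 12 h OAT (g2594, annotated as a putative glutamate/ornithine acetyltransferase in the deposited tables) was higher (log2 1.59, standard error 0.16, adjusted p = 3.8e-07; 1.01 relative to the median gene), but under 2-fold with the Dataset S1 constant subtracted (0.93). Arginase ARG (g2649) was also higher (1.25, standard error 0.15, adjusted p = 4.2e-06), and was under 2-fold relative to the median gene (0.66). Of the 8 listed genes of the ornithine urea cycle, 2 were higher at 12 h and 2 of 7 tested were lower at 24 h (2 and 2 when adjusted over the list alone). Counted relative to the median gene 1 was higher and 1 lower at 12 h, and 3 were lower at 24 h. With the Dataset S1 constant subtracted, 0 were higher and 1 was lower at 12 h. The study describes these genes from the same libraries, so their direction is not independent evidence.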

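The gene listed as creatine kinase (g1246), which the deposited tables annotate as a myosin, had 55.4 ± 1.80 FPKM in VLC and 38.8 ± 1.30 in HC at 12 h (SD, n = 2). Its log2 ratio was 0.50 (standard error 0.12, adjusted p = 0.0013 from limma) or -0.08 relative to the median gene. OTC and CPS had 0.48 (adjusted p = 0.0001) and 0.43 (adjusted p = 0.00016) at 12 h, or -0.10 and -0.15 relative to the median gene.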

The OUC [42] and the ornithine–citrulline shuttle are responsible for not only the re-assimilation of ammonia in mitochondrion, but CO_2_ transfer from mitochondrion to chloroplast. However, due to downregulation of the OUC and the ornithine–citrulline shuttle, CO_2_ from mitochondrion may not be timely transferred to the chloroplast. Therefore, the basal CCM might be the primary optional route for the transfer of CO_2_ (i.e., both products of the glycine decarboxylase reaction that need to be re-assimilated in the chloroplast) under VLC. Furthermore, photorespiration combined with the basal CCM could create a supplemental CO_2_ supply that enhances photosynthetic CO_2_ cycle.

Therefore, a “basal” CCM in IMET1 underpinned by the VLC-induced upregulation of photorespiration and the downregulation of ornithine–citrulline shuttle and the OUC appears to be present. Together the basal CCM and photorespiration are responsible for efficient recycling of mitochondrial CO_2_ for chloroplastic carbon fixation.

### Metabolic constraint of CCMs and photorespiration in *N. oceanica*: insights from comparative analysis with *C. reinhardtii* (Cr) and *P. tricornutum* (Pt)

Our results thus enabled the comparison of temporal transcriptomic and proteomic response to VLC conditions between the industrial microalga of *N. oceanica* and the laboratory model microalgae of *C. reinhardtii* (Cr) and *P.* *tricornutum* (Pt), which have been previously employed as laboratory models to study eukaryotic microalgal CCM [43]. Biophysical CCM is an important pathway of carbon flow under VLC. Not surprisingly, CAs and BCTs as representative components of the biophysical CCM are all present in Cr, Pt and *N. oceanica*. The Cr genome encodes at least 19 genes that encode CA isoforms, including three α, six β, four γ and four θ CAs [44]. In the Pt genome, there are at least 13 genes that encode CA isoforms, including five α, two β, two γ and four or θ CAs [45]. However, there are only five CA-encoding genes in *N. oceanica*. In addition, there are nine and two CAs regulated by rising or declining CO_2_ concentration in Cr and Pt, respectively, but only two CAs are regulated by CO_2_ availability in *N. oceanica* (Table 1). In Cr, several bicarbonate transporters have been characterized, including plasma membrane-localized HLA3 and LCI1, chloroplast envelop-localized LCIA, CCP1 and CCP2. In Pt, there are two kinds of bicarbonate transporters including SLC4 and SLC26 [45]. In comparison, there are merely two specific BCTs of the SLC4 family in *N. oceanica* (Table 1), although two potential homologs (g6826 and g532) of LCI1 are present (interestingly, g6826 was induced under VLC, implying another candidate BCT).

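The LCI1 homolog g6826, annotated as a nitrite transporter of the NAR1 family, had 37.4 ± 3.05 FPKM in VLC and 11.3 ± 2.19 in HC at 12 h (SD, n = 2), both below its 69.6 FPKM at 0 h. Its log2 ratio was 1.65 (standard error 0.15, adjusted p = 2.2e-07 from limma) or 1.06 relative to the median gene, and 0.98, under 2-fold, with the Dataset S1 constant subtracted. It had -0.45 at 3 h (adjusted p = 0.064), 0.76 at 6 h (adjusted p = 0.004) and 0.36 at 24 h (adjusted p = 0.05). The other homolog, g532, annotated as a putative Ufm1-specific protease, had 0.78 at 12 h (adjusted p = 0.00045), or 0.19 relative to the median gene, and -0.07 at 6 h (adjusted p = 0.83).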

**Table 1:** Key genes from CCMs, C4-like metabolism and photorespiration in the laboratory model microalga *Chlamydomonas reinhardtii*, *Phaeodactylum tricornutum* and the model industrial oleaginous microalga *Nannochloropsis oceanica*

Gene or pathway	*Chlamydomonas reinhardtii*	*Phaeodactylum tricornutum*	*Nannochloropsis oceanica*
Carbonic anhydrase (CA)	CA1, CA2, CA3, CA4, CA5, CA6, CA7, CA8, CA9, CAG1, CAG2, CAG3	CA1, CA2, CA3, CA4, CA5, CA6, CA7, CA8, CA9, CA10, CA11, CA12, CA13	CA1, CA2, CA3, CA4, CA5 (i.e., CAH1)
Bicarbonate transporter	LCIB1, LCIB2, LCIB3	SLC4-1, SLC4-2, SLC4-3, SLC4-4, SLC4s, SLC26	BCT1, BCT2, homologs of LCIB1 (g6826 and g532)
C4-like genes	PEPC, PPDK1, PPDK2, ME, MDH	PEPC1, PEPC2, PEPCK, PPDK1, ME, MDH	PEPC, PEPCK, PPDK1, PPDK2, PPDK3, ME, MDH
Photorespiration	HPR, SMT, GS1, GS2	GS1, GS2, OUC cycle	GS1, GS2, OUC cycle

Genes induced by the low CO_2_ stress are highlighted by underlined font

CA, carbonic anhydrase; CAG, carbonic anhydrase in mitochondria; BCT, bicarbonate transporter; LCI, low-CO_2_-inducible protein; PEPC, phosphoenolpyruvate carboxylase; PEPCK, phosphoenolpyruvate carboxylase kinase; PPDK, pyruvate orthophosphate dikinase; MDH, malate dehydrogenase; ME, malic enzyme; SMT, serine:glyoxylate aminotransferase; HPR, hydroxypyruvate reductase; GS, glutamine synthetase

Although C4-like genes are present in Cr, Pt and *N. oceanica*, their expression patterns are very different in response to the stress of CO_2_ depletion (i.e., after the cells were transferred from high-carbon to low-carbon conditions). An increase in transcripts for phosphoenolpyruvate carboxylase (PEPC) and cytosolic NAD-dependent malate dehydrogenase was reported in Cr during CCM induction [46]. In Pt, its two PEPC transcripts were not affected by CO_2_ depletion [47]. In contrast, PEPC and MDH were not induced by carbon deficiency in *N. oceanica*. Surprisingly, PEPCK (a potential C4 photosynthesis decarboxylase) is absent in Cr and PEPCK transcript did not respond to CO_2_ depletion in Pt [47], but it was upregulated under VLC in *N. oceanica*. Additionally, both Cr and Pt harbor a chloroplastic PPDK and a cytosolic PPDK. However, there are three PPDK genes in *N. oceanica* and they are predicted as targeted to mitochondria, chloroplast and cytosol, respectively. While neither of the two PPDK genes in Cr and Pt was regulated by the CO_2_ level [17, 48], the PPDK genes in *N. oceanica* were all greatly upregulated under VLC. These profound differences in both genetic reservoir and gene expression imply a CCM system in *N. oceanica* that is relatively simple in structure (e.g., the fewer number of CAs) yet finely regulated in function, as compared to those of Cr and Pt (Table 1).

Photorespiration is another important pathway for controlling carbon flow. Because the knowledge of photorespiration in Pt is limited, we only compared the difference between Cr and *N. oceanica*. Though the photorespiratory carbon cycle is enhanced in both Cr and *N. oceanica* (as revealed by the transcriptomic and metabolomic dynamics after the transfer of microalgal cells to low CO_2_), distinctions are apparent between the two microalgae: *firstly*, HPR and SMT which are present in photorespiration of Cr are absent in that of *N. oceanica*. Interestingly, the brown alga *Ectocarpus siliculosus* also lacks these two genes [49], underscoring the similarity of photorespiration pathway between *N. oceanica* and *E. siliculosus*; *secondly*, as photorespiration is activated and the carbon flux through the Gly decarboxylate complex increases, in the mitochondria release of NH_3_ would occur, which has to be recaptured since excessive accumulation of ammonia would result in cell damage [50]. Interestingly, the approaches for such ammonia dislodgment are different. In Cr, ammonia is re-fixed by glutamine synthetase (GS), as both the cytosolic GS1 and the chloroplastic GS2 gene expression increase [17, 48]. However, in *N. oceanica*, GS was not upregulated under VLC (Table 1); instead, the ornithine shuttle associated with OUC was upregulated to recapture the ammonia (protein abundance; Fig. 7a; Additional file 9: Dataset S2; notably, the OUC is absent in Cr). 

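Glutamine synthetase, which adds ammonia to glutamate, is the annotation of g691 in the deposited tables, and g6874 carries its other name, glutamate ammonia ligase. The g6874 transcript had a mean of 1063 FPKM in VLC and 2047 in HC at 24 h (n = 2 each). Its log2 ratio was -0.95 (standard error 0.08, adjusted p = 1.2e-07 from limma), just under 2-fold, and was lower relative to the median gene, at -1.04. Its log2 ratio was -0.10 at 3 h (adjusted p = 0.38), -0.08 at 6 h (adjusted p = 0.57) and 0.48 at 12 h (adjusted p = 6.3e-05), or -0.11 at 12 h relative to the median gene. The g691 transcript was less abundant, with a mean of 11.3 FPKM in VLC and 4.75 in HC at 12 h, when it was higher as measured (log2 1.10, standard error 0.17, adjusted p = 3.3e-05) and under 2-fold relative to the median gene (0.51). It had -0.36 at 3 h (adjusted p = 0.16) and 0.13 at 24 h (adjusted p = 0.52), and was below 10 FPKM in both arms at 6 h. The lists from the paper hold no GS gene, and both genes were looked up after their values were seen.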

Taken together, there are also profound distinctions between *N. oceanica* and *C*r in the CCM-associated photorespiration metabolism.

## Conclusion

For the model industrial oleaginous microalga *N. oceanica*, dynamics of transcriptome, proteome and metabolome that underlie cellular adaption from high CO_2_ level to very low CO_2_ revealed a massive reprogramming of cellular metabolism. The activity of a biophysical CCM is evidenced based on induction of transcripts encoding a bicarbonate transporter and two carbonic anhydrases under VLC. Moreover, the presence of a potential biochemical CCM is supported by the upregulation of a number of key C4-like pathway enzymes in both protein abundance and enzymatic activity under VLC, consistent with a mitochondria-implicated C4-based CCM. Furthermore, a basal CCM underpinned by VLC-induced upregulation of photorespiration and downregulation of ornithine–citrulline shuttle and the OUCs is likely present, which may be responsible for efficient recycling of mitochondrial CO_2_ for chloroplastic carbon fixation. Therefore, *N. oceanica* appears to mobilize a comprehensive set of CCMs in response to low carbon stress. The specific genes induced under the very low level of CO_2_ are quite distinct from those of *C. reinhardtii* and *P.* *tricornutum*, suggesting tightly regulated yet rather unique CCMs in this organism. These VLC-induced genes, such as CAs, PEPCK, ME and PPDK, are promising targets for functional validation and for exploitation for strain development [28, 51]. Therefore, the findings in this study can serve as the first step for rational engineering of the CCMs for enhanced carbon fixation and biomass productivity in industrial oleaginous microalgae.

## Materials and methods

### Culture conditions of *N. oceanica*

*Nannochloropsis oceanica* IMET1 was inoculated into the modified f/2 liquid medium, which was prepared with 35 g L^−1^ sea salt (Real Ocean, USA), 1 g L^−1^ NaNO_3_, 67 mg L^−1^ NaH_2_PO_4_*H_2_O, 3.65 mg L^−1^ FeCl_3_*6H_2_O, 4.37 mg L^−1^ Na_2_EDTA*2H_2_O, trace metal mix (0.0196 mg L^−1^ CuSO_4_*5H_2_O, 0.0126 mg L^−1^ NaMoO_4_*2H_2_O, 0.044 mg L^−1^ ZnSO_4_*7H_2_O, 0.01 mg L^−1^ CoCl_2_ and 0.36 mg L^−1^ MnCl_2_*4H_2_O) and vitamin mix (2.5 µg L^−1^ VB_12_, 2.5 µg L^−1^ biotin and 0.5 µg L^−1^ thiamine HCl) [52]. The cells were first cultured in f/2 medium at 25 °C with 80 ± 5 μmol m^−2^ s^−1^ continuous irradiation in a 1-L column reactor (inner diameter 5 cm). The seed cultures were bubbled with 5% CO_2_. At the logarithmic phase (OD_750_ = 3.0), cells were harvested by centrifugation and then washed with fresh medium, before being used for the following experiments.

In total, six identical column reactors were employed for the wild-type *N. oceanica* culture. Each reactor contains 800 mL of fresh modified f/2 liquid medium, which was supplemented with 10 mM Tris–HCl buffer (pH = 8.2) in order to accurately control the pH during the culture. Equal numbers of the seed cells from six independent reactors were re-inoculated into each of the six new column reactors with fresh medium to an OD_750_ of 1.5, respectively. The light intensity was maintained at 80 ± 5 μmol m^−2^ s^−1^. The six algal cultures were first aerated with air enriched with 5% CO_2_ (“high-CO_2_” conditions, or HC) for 1 h. After the preadaption phase, three of the algal cultures proceeded under HC as the control condition, whereas the other three were switched to aeration with 0.01% CO_2_ (“very low-CO_2_” conditions, or VLC; the customized CO_2_ gas was provided by Dehai Gas Company, China) for CCM induction (Additional file 1: Figure S1; [17, 48]). After switching to the designated culture condition (e.g., VLC), cell aliquots were taken at 0, 3, 6, 12 and 24 h from each column by syringe for physiological measurement (including OD, inorganic carbon concentration, chlorophyll content, photosynthetic rate, etc.), transcriptomic profiling, proteomic profiling and metabolite analysis. Three biological replicates of algal cultures, corresponding to the collectively six column reactors, were established under each of the above VLC and HC conditions, respectively.

### Tracking the photosynthetic activity of *N. oceanica*

Chlorophyll fluorescence parameters sensitively reflect the instantaneous photosynthetic state of microalgae and their acclimation to current environmental conditions [53]. Fv/Fm (the variable/maximum fluorescence ratio), the maximum photochemical quantum yield of PSII reaction centers, represents the minimum fluorescence yield when PSII reaction centers are fully open and reflects the photosynthetic light energy conversion efficiency. On the other hand, Fv′/Fm′ represents the active PSII activity; therefore, Fv/Fm and Fv′/Fm′ are both measured here to depict photosynthetic performance and acclimation status [54]. Fm is the maximum fluorescence yield when PSII reaction centers are completely closed; thus, it reflects the PSII electron transport capacity. Fv is the variable fluorescence (Fv = Fm − Fo), reflecting reduction in the PSII primary electron acceptor QA, thus indicating the photochemical activity of PSII reaction centers. Fo is the minimum fluorescence yield. (Damage to or irreversible loss of activity of PSII reaction centers will cause a decrease in the Fo value.) Fv/Fm and Fv′/Fm′ were calculated according to these two formulas Fv/Fm = (Fm − Fo)/Fm and Fv′/Fm′ = Fm′ − Ft/Fm′ [53]. To measure these parameters, *N. oceanica* cultures were kept in the dark for 20 min and then exposed to a saturating light pulse (1000 mol m^−2^ s^−1^) for l s, while the chlorophyll fluorescence intensities were measured with a pulse amplitude-modulated (PAM) kinetics using IMAGING-PAM M-Series (Walz, Germany) following the manufacturer’s recommendations.

### Measurement of total inorganic carbon content in the medium

Total dissolved inorganic carbon content (TIC) in the medium was measured using a high-temperature TOC/TNb analyzer (LiquiTOC II, Elementar, Germany) coupled with automatic sampling instrument [55]. To prepare for the measurement, 3 mL algal medium was diluted 10 times with the distilled Milli-Q water and transferred into a 30 mL brown glass reagent bottle. Another 3 mL medium filtered by pre-combusted GF/F filter (0.7 µm pore size, 25 mm) was diluted 10 times with distilled water and then transferred to a 30 mL brown glass reagent bottle. Both samples were acidified with 100 µL nitric acid and then stored at 20 °C for the measurement.

### Measurement of lipid, carbohydrate and protein

To quantify the amount of carbohydrate, protein and lipid, *N. oceanica* cells were harvested after 24 h cultivation by centrifugation (at 4000 rpm for 5 min) under VLC and HC. For dry algal powder, cells were lyophilized for 2 days. Extraction and assaying of lipid, carbohydrate and protein in the microalgal biomass were performed based on our published protocols [56].

### Metabolite analysis by GC–mass spectrometry

A 10 mg (DW) sample of the microalgal biomass, which had been frozen in liquid nitrogen and stored at − 80 °C, was extracted for metabolite analysis according to Lisec et al. with slight modifications [57]. Lyophilized algal culture was carefully weighted to about 5.00 mg and transferred to a microcentrifuge tube. 500 μL of 100% (v/v) methanol supplemented with 2 μg of ribitol for sample normalization was added to the algae powder. Metabolite extraction was performed by 15 min of shaking in a thermomixer (1200 rpm) at 70 °C. Cell debris was centrifuged at 16,000×g for 5 min, and 100 μL of the supernatant solution was dried in a vacuum evaporator for 3 h. Dried samples were derivatized by the addition of 20 μL of a 20 mg/mL solution of methoxylamine hydrochloride (Sigma-Aldrich, USA) in pyridine (30 °C for 90 min). 30 μL of *N*-methyl-*N*-(trimethylsilyl) trifluoroacetamide (MSTFA) was then added and shaken for a further 30 min at 37 °C. Totally 10 μL of an alkane standard mix containing 50 ng each of C12, C15, C19, C22, C28, C32 and C36 in chloroform was added for retention index determination with high accuracy [58, 59]. Samples were randomized, and 1 μL of derivatized sample was injected splitless into an Agilent 6890 GC fitted with an Agilent 5975 MSD. Helium was used as the carrier gas at a constant flow of 1 ml/min. Inlet temperature was set at 300 °C. Oven temperature was initially set at 70 °C for 1 min, ramped at 1 °C/min until 76 °C and then ramped at 6 °C/min until 325 °C, with a final hold of 10 min. A Varian Factor 4 capillary column (VF-5 ms, 30 m × 0.25 mm, 0.25 μm plus 10 m EZ-Guard) was used. The MSD transfer line heater was kept at 300 °C. MS quadrupole temperature was kept at 150 °C and source temperature at 230 °C. Mass detection range was set from 40 to 600 atomic mass units. Spectral data files were processed with AMDIS (version 2.65) for metabolite identification. Metabolites were identified by retention index and spectral comparison with pre-run standards or by searching the NIST library. All identified metabolites were entered into MSD ChemStation (version E.02.00.493), and a quantitation database was created using specific target ions and qualifier ions unique to each metabolite. All spectra were manually reviewed. Normalization was performed to the internal standard ribitol and to the tissue weight. Student’s t test was used to compare the two datasets (VLC and HC, *n* = 6) at the same time point. If the test gave a *P* value ≤ 0.05, the difference between VLC and HC was interpreted as being significant.

### Transcriptome sampling, sequencing and analysis

For transcriptomic analyses, the cells were harvested by centrifugation for 5 min at 2500*g* and then were immediately quenched with liquid N_2_ and stored in − 80 °C freezer. Total algal RNA was extracted using Trizol reagents (Invitrogen, USA). The concentration and purity of the RNA were determined spectrophotometrically (NanoDrop-1000, Thermo Scientific, USA).

For mRNA-Seq, the poly (A)-containing mRNA molecules were purified using Sera-Mag Magnetic Oligo (dT) Beads (Thermo Scientific, USA) and were fragmented into 200- to 300-bp fragments by incubation in RNA Fragmentation Reagent (Ambion, USA) according to the manufacturer’s instructions. The fragmented mRNA was then purified from the fragmentation buffer using Agencourt^®^ RNA Clean beads (Beckman Coulter, USA). The purified, fragmented mRNA was converted into double-stranded cDNA using the SuperScript Double-Stranded cDNA Synthesis Kit (Invitrogen, USA) by priming with random hexamers. Strand nonspecific transcriptome libraries were prepared using the NEBNext^®^ mRNA Library Prep Reagent Set (New England Biolabs, USA) and sequenced for 2 × 90 bp runs (paired-end, PE) using Illumina HiSeq 2000.

To ensure quality, the raw data (2 × 90 bp PE reads) were modified as follows: First, adapter pollutions in reads were deleted, and then, because the sequence qualities of Illumina reads degrade quickly toward the 3′ end, all reads were trimmed from the 3′ end until the 3′-end–most position with Phred equivalent score was 20 or greater. The raw data were deposited in NCBI GEO with the reference series number GSE55861. These filtered Illumina reads were aligned to our previously published *N. oceanica* IMET1 genome [20] with TopHat (version 2.0.4, allowing no more than two segment mismatches) [60]. Reads mapped to more than one location were excluded. Thirdly, the short read mapping results from TopHat were used for the differential gene expression analysis with Cufflinks (version 2.0.4), as was described [61].

For each of the mRNA-Seq datasets under each experimental condition, gene expression was measured as the numbers of aligned reads to annotated genes by Cufflinks (version 2.0.4) and normalized to FPKM values (fragments per kilobase of exon model per million mapped fragments). Genes were considered to be significantly differentially expressed if either of the conditions was met: (i) Their expression values showed at least twofold change with a false discovery rate (FDR)-corrected *p* value ≤ 0.05 (provided by Cuffdiff from the Cufflinks package) between control and stressed conditions, and moreover, their FPKM values at either condition were ≥ 10. (ii) Their expression values showed 1.5- to less than twofold change with a FDR-adjusted *p*-value ≤ 0.05 between control and stressed conditions for at least two time points, and moreover, their FPKM values at either of the conditions were ≥ 10.

The 2933 differentially expressed genes were grouped into 16 clusters based on their temporal expression patterns by the *k*-means clustering using the Multiple Experiment Viewer 4.8 (MeV4.8; http://www.tm4.org/mev/) with the Euclidean distance [62]. The optimal number of clusters was identified and investigated by performing a figure of merit (FOM) analysis within MeV4.8 [63]. FOM analysis showed that the value was stabilized after a partitioning into 12–18 clusters using *k*-means algorithm. Therefore, the transcripts were split into 16 clusters, each of which exhibits a particular pattern of temporal dynamics.

### Validation of transcript abundance using Real-time qPCR

To further test the validity of the mRNA-Seq results, RNA extracted from the same cultures for mRNA-Seq was subjected to the PrimeScript^®^ RT reagent Kit with gDNA Eraser (Takara, Japan) for cDNA synthesis. Also, qRT-PCR was performed by standard methods (Roche, Switzerland) as previously described [64]. Ct values were determined for triplicate independent technical experiments performed on triplicate biological cultures (*n* = 3). Relative fold differences were calculated based on the *ΔCt* method using the *actin* amplification product as an internal standard. Primer pairs used for qRT-PCR analyses are listed in Additional file 5: Table S3. Sizes of amplification products were 100 to 300 bp. The correlation coefficient between the qPCR results and the mRNA-Seq results for the 12 genes tested was 0.94 (*R*^2^; Additional file 6: Figure S3).

### Proteome sampling, sequencing and analysis

*Nannochloropsis oceanica* cells were collected by centrifugation at 2500 g at 4 °C. Total proteins were extracted with plant protein extraction kit (CWBIO, Beijing) and quantified by the approach of BCA protein assay (CWBIO, Beijing). Protein samples were loaded onto 12.5% (v/v) polyacrylamide gels containing 0.4% (w/v) SDS (50–100 µg sample per lane). The gels were run at room temperature, 300 V and 30 mA until all proteins migrated about 1 cm into the separation gel Proteins were visualized with a coomassie brilliant blue (CBB-G250) stain as previously described [65]. Protein bands were excised from the gels, cut into small cubes (ca. 1 × 1 mm^3^) and destained [66]. Gel pieces were dried in a SpeedVac and immersed completely in digestion solution (~ 200 µL). The digestion solution consisted of sequencing grade modified trypsin (Promega, USA), which was diluted in 40 mM ammonium bicarbonate (pH 8.6) to a concentration of 12.5 ng µL^−1^.

The protein digestion was performed overnight at 37 °C with tempered shaker (HLC MHR20, 550 rpm). After digestion, the samples were centrifuged and supernatants were transferred to LC–MS grade glass vials (12 × 32 mm^2^ glass screw-necked vial, Waters, USA). The extracted peptides were dried using a SpeedVac and stored at room temperature. Prior to MS analysis, peptides were re-suspended in 20 µL of buffer A (0.1% formic acid in water, ULC/MS; Biosolve, the Netherlands) by sonication for 10 min and used for MS analysis. Each measurement was taken with 8 μL of sample.

An UPLC HSS T3 column (1.8 mm, 75 mm, 150 mm, Waters, USA) and an UPLC Symmetry C18 trapping column (5 mm, 180 mm, 20 mm, Waters, USA) for LC as well as a PicoTip Emitter (SilicaTip, 10 mm i.d., New Objective, USA) were used in combination with the nanoACQUITY gradient UPLC pump system (Waters, USA) coupled to a LTQ Orbitrap Elite mass spectrometer (Thermo Scientific, USA). For elution of the peptides, a gradient with increasing concentration of buffer B (0.1% formic acid in acetonitrile, ULC/MS, Biosolve, the Netherlands) was used in 105 min at a flow rate of 400 nL/min and a spray voltage of 1.6 kV: 0–5 min: 2% buffer B; 5–10 min: 2–5% buffer B; 10–71 min: 5–30% buffer B; 72–77 min: 85% buffer B; 77–105 min: 2% buffer B. The analytical column oven was set to 55 °C, and the heated desolvation capillary was set to 275 °C. The LTQ Orbitrap Elite was operated via instrument method files of Xcalibur (Rev. 2.1.0) in positive ion mode. The linear ion trap and Orbitrap were operated in parallel, i.e., during a full MS scan on the Orbitrap in the range of 150–2000 *m/z* at a resolution of 60,000 MS/MS, spectra of the 20 most intense precursors were detected in the ion trap using the rapid scan mode. The relative collision energy for collision-induced dissociation (CID) was set to 35%. Dynamic exclusion was enabled with a repeat count of 1 and a 45 s exclusion duration window. Singly charged ions of unknown charge state were rejected from MS/MS.

Protein identification for VLC and HC data was performed with Proteome Discoverer using Sequest HT. Protein identification for wild-type data was performed by Andromeda search engine [67] embedded in MaxQuant [68, 69], which searched against the complete proteome database of *N. oceanica* IMET1 [20]. The mass tolerance for precursor ions was set to 10 ppm; the mass tolerance for fragment ions was set to 0.4 Da. Only tryptic peptides with up to two missed cleavages were accepted. The oxidation of methionine, acetylation on N-terminal and propionamide on cysteine was admitted as a variable peptide modification. The false discovery rate (FDR, *q* value) of protein identification was set to 1% and was determined with the percolator validation in Proteome Discoverer (for VLC and HC).

For the VLC versus HC comparison, un-normalized PSM values were imported into Perseus software. After a log2 transformation, the samples were normalized on the median value of each sample for comparability. Then a two-way ANOVA was employed as mentioned for wild-type data analysis. For each time point, a two-sample *t* test was conducted with a S0 value of 0.1 and an FDR of 0.05; a *q* value was also reported during this analysis. All the other analyses were carried out in the MATLAB^®^ environment for statistical computing and graphics.

It has been well recognized that correlation between proteomic data and transcriptomic data is not necessarily high, i.e., 50% [70, 71]; moreover, protein expression is usually delayed in plants as compared to transcriptomic data [72]. Therefore, here in most cases, the more comprehensive transcriptome data were exploited for further analyses. However, important findings were supported by both transcriptomics and proteomics, e.g., the strongly increased expression of CA5 in biophysical CCM and PPDK2 in biochemical CCM.

### Predicting the subcellular localization of proteins

To determine possible compartmentalization of CCMs, central carbon metabolism, photorespiration metabolism and OUC in IMET1, a series of software was used to predict their signals of subcellular localization. Firstly, SignalP was used to predict secretory signal peptide which targets its passenger protein for translocation across the endoplasmic reticulum membrane in eukaryotes [73]. Secondly, ChloroP prediction was performed, which presents a neural network-based method for identifying chloroplast transit peptides and their cleavage sites [74]. Thirdly, the program MitoProt was employed to evaluate mitochondrial targeting signals, which is suitable for studying mitochondria-related proteins [75]. Lastly, HECTAR was used to predict their subcellular localization signals [76]. HECTAR is able to predict the subcellular localization of heterokont proteins with high accuracy and to assign proteins to five different categories of subcellular targeting including signal peptides, type II signal anchors, chloroplast transit peptides, mitochondrion transit peptides and proteins which do not possess any N-terminal target peptide. Results from the four programs were pooled and those with majority consensus were chosen as the predicted localization for a particular protein.

### Measurement of the enzymatic activity of key CCM genes

Crude enzyme extracts were prepared from the algal powder in three times the volume of ice-cold extraction buffer. Enzyme activities were determined spectrophotometrically using a UV-1800 spectrophotometer by measuring at 340 nm in total volumes of 0.4 mL and in triplicate. The change in absorbance was recorded for 5 min. Specifically, for every 100 mg fresh algal powder, 300 μL of chilled extraction buffer (40 mM Tris-HC1, 0.25 mM EDTA, 10 mM MgCl_2_, 5 mM glutathione, at pH 7.6) was added. The mixture was stirred for 2 min to homogeneity and centrifuged at 13,000*g* for 10 min. The supernatants were incubated on ice for further enzyme assays. The enzymatic activities of PEPC, PEPCK, NAD-ME, NADP-ME, MDH and RuBisCO were measured using quantification kits (Keming Biotech, China). The total protein content was quantified using BCA protein assay kit (Thermo Scientific, USA). The activity of different enzymes was calculated based on the content of total protein, with the activity unit defined as μmol NAD(P)H oxidation or NAD(P)+ reduced per minute in total protein (min^−1^ mg^−1^) [77].

### Immunoblot assay for the quantification of PEPCK protein

Total cellular proteins were extracted from 10 to 20 mg DW IMET1 under LVC and HC conditions using the Pierce™ P-PER plant protein extraction kit (Thermo Scientific, USA). Western blot analyses were performed with total protein from cell extracts after resolution by sodium dodecyl sulfate–polyacrylamide gel electrophoresis (SDS-PAGE) using a 12% (w/v) acrylamide resolving gel (Bio-Rad, USA). Sample loading was based on equal total protein (15 µg). The separated proteins were transferred to a polyvinylidene difluoride (PVDF) membrane, and nonspecific antibody binding was blocked with 5% (w/v) nonfat dried milk in Tween 20–phosphate-buffered saline (TBS; pH 7.4) for 1 h at room temperature. The membranes were then incubated overnight at 4 °C with polyclonal anti-PEPCK (AS10700) antibodies [78] from Agrisera diluted 1:10,000 in phosphate-buffered saline (PBS) containing 1% (w/v) nonfat milk. After washing, the membranes were incubated with goat anti-rabbit IgG–horseradish peroxidase (HRP) secondary antibody. Protein bands were visualized using a solution containing 3,3′-diaminobenzidine tetrahydrochloride as the peroxidase substrate, and the membranes were scanned.

## Additional files

**Additional file 1: Figure S1.** A schematic diagram of the experimental design. *Nannochloropsis oceanica* cells were firstly grown to logarithmic phase under air enriched with 5% CO_2_. After adaption to new environment under 5% CO_2_ for an hour, the cells were then cultured under either 100 pm or 50,000 ppm CO_2_ concentration. Samples were collected at 0, 3, 6, 12 and 24 h from each condition (three biological replicate columns for each) by syringe for physiological characterization and multi-omics (transcriptome, proteome and metabolome) profiling.

**Additional file 2: Figure S2.** Growth curves and photosynthetic efficiency of *N. oceanica* IMET1 cells under VLC and HC conditions. (**A**) Growth curve of *Nannochloropsis* under two CO_2_ concentrations. The y-axis presents the average optical densities of triplicate algal cultures at 750 nm at each time point. Data are averages of at least three independent experiments (error bars represent standard deviations). (**B**) Maximum quantum efficiency (Fv/Fm) and active activity (Fv’/Fm’) of Photosystem II under VLC and HC conditions. The sharp decrease in Fv/Fm observed at 3h might be caused by short-term acclimation of the microalga to low carbon. (**C**) Change in concentration of total dissolved inorganic carbon (DIC) in the medium under VLC and HC conditions. The rapid increase in DIC for cells cultivated under HC was due to the start of aeration with 5% CO_2._

**Additional file 3: Table S1.** General information on the time series mRNA-Seq and proteome datasets under VLC and HC.

**Additional file 4: Table S2.** Spearman correlation of the global transcriptome profiles of the wild-type *N. oceanica* under VLC/HC (Excel file).

**Additional file 5: Table S3.** Real-time PCR primer sequences for the 12 genes used in real-time PCR experiments to validate the mRNA-Seq results.

**Additional file 6: Figure S3.** Validation of mRNA-Seq-based transcript quantification using real-time quantitative PCR (qPCR). Twelve genes involved in CCM and photorespiration metabolism are selected for qPCR validation. The genes and qPCR primer sequences are listed in Additional file 5: Table S3. The transcript levels at each time point after the onset of carbon limitation are included, and the correlation coefficient between the average qPCR-based transcript abundance and the mRNA-Seq-based transcript abundance is 0.9497 (R^2^).

**Additional file 7: Figure S4.** Transcript dynamics of the genes related to CCM and photorespiration metabolism in *N. oceanica* IMET1 as measured by mRNA-Seq and real-time quantitative PCR. Each data point represents the average of three biological replicates. Each sample was analyzed in technical triplicates.

**Additional file 8: Dataset S1.** Transcriptome dynamics of the wild-type *N. oceanica* under the VLC and HC conditions and manual functional curation of the transcripts (Excel file). The 2933 differentially expressed genes are grouped into 16 clusters based on their temporal patterns of transcript abundance. Variation of transcript abundance as indicated by the log_2_(VLC/HC) along time course of genes in each cluster is listed. Each of the 16 gene clusters in Fig. 1b is provided as a separate excel sheet. The mRNA-Seq data for the genes involved in the CCMs and the photorespiration metabolisms are listed as an additional sheet (the last sheet).

**Additional file 9: Dataset S2.** Proteome dynamics of the wild-type *N. oceanica* under the VLC and HC conditions. Among the 1965 proteins identified, the 255 differentially expressed proteins are grouped into six clusters based on temporal pattern of protein abundance. For each cluster in **Figure 2B**, variation of protein abundance as indicated by log_2_(VLC/HC) along the time course is provided as a separate Excel sheet.

**Additional file 10: Dataset S3.** Dynamics of cellular metabolites of the wild-type *N. oceanica* under the VLC and HC conditions (Excel file). Average relative cellular contents at both conditions along time course are listed for each species. The variations are indicated by fold change.

**Additional file 11: Figure S5.** Contents of carbohydrates, proteins and lipids under VLC and HC. The biochemical compositions in the microalga biomass were measured under VLC and HC. Data are shown as means ± SD of three replicates.

**Additional file 12: Table S4.** Predicted subcellular localization of *N. oceanica* IMET1 genes related to biophysical CCM, the C4-like cycle, the photorespiratory metabolism, the THF cycle and the ornithine urea cycle (Excel file). The analysis is based on predictions from various computational programs (“Materials and methods”). Abbreviations: Y, Yes; -, not detected; C, chloroplast; M, mitochondria; O, other; SP, secretory pathway; P, peroxisome.

**Additional file 13: Figure S6.** Proposed response of central carbon metabolism during CCM induction in *N. oceanica* IMET1. 1,3PG, 1,3-biphosphoglycerate; 2OG, α-ketoglutarate; 2PG, 2-phosphoglycerate; 3PG, 3-phosphoglycerate; AAT, ADP/ATP transporter; ACS, acetyl-CoA synthetase; ACT, aconitate; AHD, aconitate hydratase; ALDO, fructose-1,6-bisphosphate aldolase; CS, ATP citrate synthase; DHAP, dihydroxyacetone phosphate; ENL, enolase; ENR, enoyl-ACP reductase; F1,6P, fructose 1,6-biphosphate; FBP, fructose bisphosphatase; F6P, fructose-6-phosphate; FHD, fumarate hydratase; FUM, fumarate; G6P, glucose-6-phosphate; GK, glucose kinase; Glu, glucose; GPDH, glyceraldehyde-3-phosphate dehydrogenase; GPI, glucose phosphate isomerase; GS, 1,3-β-glucan synthase; HAD, hydroxyacyl-ACP dehydrogenase; ICDH, isocitrate dehydrogenase; ICIT, isocitrate; MHD, malate dehydrogenase; NTT, nucleotide transporter; OGDH, 2-oxoglutarate dehydrogenase; PGAM, phosphoglycerate mutase; PGK, phosphoglycerate kinase; PFK, phosphofructose kinase; PPDK, phosphate dikinase; PPT, Pi/PEP translocator; PYR, pyruvate; SCS, succinyl-CoA synthetase; SDH, succinate dehydrogenase; SUC, succinyl-CoA; TPI, triosephosphate isomerase; SFC, succinate/fumarate carrier; FBPA: fructose-1,6-bisphosphate aldolase; TL: transketolase; SBP: sedoheptulose bisphosphatase; RPI: ribose-5-phosphate isomerase; RPE: ribulose-phosphate 3-epimerase. The metabolites up- or downregulated based on the metabolomics analysis are indicated by red arrows.

## Data Availability

All data generated or analyzed during this study are included in its additional files.

## Abbreviations

CA: carbonic anhydrase
BCT: bicarbonate transporter
CER: chloroplast endoplasmic reticulum
PPC: periplastidal compartment
PEPC: phosphoenolpyruvate carboxylase
PEPCK: phosphoenolpyruvate carboxylase kinase
PPDK: pyruvate orthophosphate dikinase
MDH: malate dehydrogenase
ME: malic enzyme
PK: pyruvate kinase
PYC: pyruvate carboxylase
PPT: Pi/PEP translocator
SFC: succinate/fumarate carrier
OAA: oxaloacetate
CIT: citrate
FUM: fumarate
SUC: succinate
α-KG: α-ketoglutarate
PEP: phosphoenolpyruvate
PYR: pyruvate
MAL: malate
3-PGA: 3-phosphoglyceric acid
CarbP: carbamoyl phosphate
CK: creatine kinase
CI: NADH–ubiquinone oxidoreductase complex I
γ-CA: γ-carbonic anhydrase
CPS: carbamoyl phosphate synthase
TDC: tetrahydrofolate dehydrogenase/cyclohydrolase
FTL: formyltetrahydrofolate ligase
GDC: glycine decarboxylase
GYD: glycolate dehydrogenase
OTC: ornithine transcarbamoylase
THF: tetrahydrofolate
OAA: oxaloacetate
TCA: tricarboxylic acid
PGLP: phosphoglycolate phosphatase
GK: glycerate kinase
GOX: glycolate oxidase
GGAT: glutamate:glyoxylate aminotransferase
GDC: glycine decarboxylase complex
CAT: catalase
AT: alanine aminotransferase
SHMT: serine hydroxymethyltransferase

## References

[1] Beaugrand G, Edwards M, Legendre L (2010). Marine biodiversity, ecosystem functioning, and carbon cycles. Proc Natl Acad Sci USA.

[2] Thomas MK, Kremer CT, Klausmeier CA, Litchman E (2012). A global pattern of thermal adaptation in marine phytoplankton. Science.

[3] Tatters AO, Roleda MY, Schnetzer A, Fu F, Hurd CL, Boyd PW, Caron DA, Lie AA, Hoffmann LJ, Hutchins DA (2013). Short- and long-term conditioning of a temperate marine diatom community to acidification and warming. Philos Trans R Soc Lond B Biol Sci.

[4] Kumar K, Dasgupta CN, Nayak B, Lindblad P, Das D (2011). Development of suitable photobioreactors for CO_2_ sequestration addressing global warming using green algae and cyanobacteria. Bioresour Technol.

[5] Ugwu CU, Aoyagi H, Uchiyama H (2008). Photobioreactors for mass cultivation of algae. Bioresour Technol.

[6] Sydney EB, Sturm W, de Carvalho JC, Thomaz-Soccol V, Larroche C, Pandey A, Soccol CR (2010). Potential carbon dioxide fixation by industrially important microalgae. Bioresour Technol.

[7] NAABB final report. United States Department of Energy, Office of energy efficiency and renewable energy, National Alliance for Advanced Biofuels and Bioproducts (NAABB) Final Report. http://wwwenergygov/eere/bioenergy/downloads/national-alliance-advanced-biofuels-and-bioproducts-synopsis-naabb-final. 2014.

[8] Long BM, Rae BD, Rolland V, Forster B, Price GD (2016). Cyanobacterial CO_2_-concentrating mechanism components: function and prospects for plant metabolic engineering. Curr Opin Plant Biol.

[9] Reinfelder JR (2011). Carbon concentrating mechanisms in eukaryotic marine phytoplankton. Ann Rev Mar Sci.

[10] Heyduk K, Moreno-Villena JJ, Gilman IS, Christin PA, Edwards EJ (2019). The genetics of convergent evolution: insights from plant photosynthesis. Nat Rev Genet.

[11] Hopkinson BM, Dupont CL, Matsuda Y (2016). The physiology and genetics of CO_2_ concentrating mechanisms in model diatoms. Curr Opin Plant Biol.

[12] Mackinder LCM (2018). The *Chlamydomonas* CO_2_-concentrating mechanism and its potential for engineering photosynthesis in plants. New Phytol.

[13] Reinfelder JR, Kraepiel AM, Morel FM (2000). Unicellular C4 photosynthesis in a marine diatom. Nature.

[14] Klodmann J, Sunderhaus S, Nimtz M, Jansch L, Braun HP (2010). Internal architecture of mitochondrial complex I from *Arabidopsis thaliana*. Plant Cell.

[15] Meyer M, Griffiths H (2013). Origins and diversity of eukaryotic CO_2_-concentrating mechanisms: lessons for the future. J Exp Bot.

[16] Clement R, Jensen E, Prioretti L, Maberly SC, Gontero B (2017). Diversity of CO_2_-concentrating mechanisms and responses to CO_2_ concentration in marine and freshwater diatoms. J Exp Bot.

[17] Brueggeman AJ, Gangadharaiah DS, Cserhati MF, Casero D, Weeks DP, Ladunga I (2012). Activation of the carbon concentrating mechanism by CO_2_ deprivation coincides with massive transcriptional restructuring in *Chlamydomonas reinhardtii*. Plant Cell.

[18] Ewe D, Tachibana M, Kikutani S, Gruber A, Rio Bartulos C, Konert G, Kaplan A, Matsuda Y, Kroth PG (2018). The intracellular distribution of inorganic carbon fixing enzymes does not support the presence of a C4 pathway in the diatom *Phaeodactylum tricornutum*. Photosynth Res.

[19] Reinfelder JR, Milligan AJ, Morel FM (2004). The role of the C4 pathway in carbon accumulation and fixation in a marine diatom. Plant Physiol.

[20] Wang D, Ning K, Li J, Hu J, Han D, Wang H, Zeng X, Jing X, Zhou Q, Su X (2014). *Nannochloropsis* genomes reveal evolution of microalgal oleaginous traits. PLoS Genet.

[21] Li J, Han D, Wang D, Ning K, Jia J, Wei L, Jing X, Huang S, Chen J, Li Y (2014). Choreography of transcriptomes and lipidomes of *Nannochloropsis* reveals the mechanisms of oil synthesis in microalgae. Plant Cell.

[22] Xin Y, Lu YD, Lee YY, Wei L, Jia J, Wang QT, Wang DM, Bai F, Hu HH, Hu Q (2017). Producing designer oils in industrial microalgae by rational modulation of co-evolving type-2 diacylglycerol acyltransferases. Mol Plant.

[23] Poliner E, Farre EM, Benning C (2018). Advanced genetic tools enable synthetic biology in the oleaginous microalgae *Nannochloropsis* sp. Plant Cell Rep.

[24] Wang D, Lu Y, Huang H, Xu J (2012). Establishing oleaginous microalgae research models for consolidated bioprocessing of solar energy. Adv Biochem Eng Biotechnol.

[25] Wang QT, Lu YD, Xin Y, Wei L, Huang S, Xu J (2016). Genome editing of model oleaginous microalgae *Nannochloropsis* spp. by CRISPR/Cas9. Plant J.

[26] Xin Y, Shen C, She Y, Chen H, Wang C, Wei L, Yoon K, Han D, Hu Q, Xu J (2018). Biosynthesis of triacylglycerol molecules with a tailored PUFA profile in industrial microalgae. Mol Plant.

[27] Gee CW, Niyogi KK (2017). The carbonic anhydrase CAH1 is an essential component of the carbon-concentrating mechanism in *Nannochloropsis oceanica*. Proc Natl Acad Sci USA.

[28] Wei L, Shen C, El Hajjami M, You W, Wang Q, Zhang P, Ji Y, Hu H, Hu Q, Poetsch A (2019). Knockdown of carbonate anhydrase elevates *Nannochloropsis* productivity at high CO_2_ level. Metab Eng..

[29] Huertas IE, Colman B, Espie GS (2002). Mitochondrial-driven bicarbonate transport supports photosynthesis in a marine microalga. Plant Physiol.

[30] Huertas IE, Espie GS, Colman B (2002). The energy source for CO_2_ transport in the marine microalga *Nannochloris atomus*. Planta.

[31] Nakajima K, Tanaka A, Matsuda Y (2013). SLC4 family transporters in a marine diatom directly pump bicarbonate from seawater. Proc Natl Acad Sci USA.

[32] Shi J, Yi K, Liu Y, Xie L, Zhou Z, Chen Y, Hu Z, Zheng T, Liu R, Chen Y (2015). Phosphoenolpyruvate carboxylase in *Arabidopsis* leaves plays a crucial role in carbon and nitrogen metabolism. Plant Physiol.

[33] Dong HP, Williams E, Wang DZ, Xie ZX, Hsia RC, Jenck A, Halden R, Li J, Chen F, Place AR (2013). Responses of *Nannochloropsis oceanica* IMET1 to long-term nitrogen starvation and recovery. Plant Physiol.

[34] Park J, Khuu N, Howard AS, Mullen RT, Plaxton WC (2012). Bacterial- and plant-type phosphoenolpyruvate carboxylase isozymes from developing castor oil seeds interact in vivo and associate with the surface of mitochondria. Plant J.

[35] Mallona I, Egea-Cortines M, Weiss J (2011). Conserved and divergent rhythms of crassulacean acid metabolism-related and core clock gene expression in the cactus *Opuntia ficus*-*indica*. Plant Physiol.

[36] McKinlay JB, Shachar-Hill Y, Zeikus JG, Vieille C (2007). Determining *Actinobacillus succinogenes* metabolic pathways and fluxes by NMR and GC-MS analyses of 13C-labeled metabolic product isotopomers. Metab Eng.

[37] Zhang X, Jantama K, Moore JC, Jarboe LR, Shanmugam KT, Ingram LO (2009). Metabolic evolution of energy-conserving pathways for succinate production in *Escherichia coli*. Proc Natl Acad Sci USA.

[38] Fromm S, Braun HP, Peterhansel C (2016). Mitochondrial gamma carbonic anhydrases are required for complex I assembly and plant reproductive development. New Phytol.

[39] Soto D, Cordoba JP, Villarreal F, Bartoli C, Schmitz J, Maurino VG, Braun HP, Pagnussat GC, Zabaleta E (2015). Functional characterization of mutants affected in the carbonic anhydrase domain of the respiratory complex I in *Arabidopsis thaliana*. Plant J.

[40] Perales M, Parisi G, Fornasari M, Colaneri A, Villarreal F, Gonzalez-Schain N, Echave J, Gomez-Casati D, Braun HP, Araya A (2004). Gamma carbonic anhydrase like complex interact with plant mitochondrial complex I. Plant Mol Biol.

[41] Foyer CH, Bloom AJ, Queval G, Noctor G (2009). Photorespiratory metabolism: genes, mutants, energetics, and redox signaling. Annu Rev Plant Biol.

[42] Allen AE, Dupont CL, Obornik M, Horak A, Nunes-Nesi A, McCrow JP, Zheng H, Johnson DA, Hu H, Fernie AR (2011). Evolution and metabolic significance of the urea cycle in photosynthetic diatoms. Nature.

[43] Yamano T, Fukuzawa H (2009). Carbon-concentrating mechanism in a green alga, *Chlamydomonas reinhardtii*, revealed by transcriptome analyses. J Basic Microbiol.

[44] Merchant SS, Prochnik SE, Vallon O, Harris EH, Karpowicz SJ, Witman GB, Terry A, Salamov A, Fritz-Laylin LK, Marechal-Drouard L (2007). The *Chlamydomonas* genome reveals the evolution of key animal and plant functions. Science.

[45] Tsuji Y, Nakajima K, Matsuda Y (2017). Molecular aspects of the biophysical CO_2_-concentrating mechanism and its regulation in marine diatoms. J Exp Bot.

[46] Foyer CH, Neukermans J, Queval G, Noctor G, Harbinson J (2012). Photosynthetic control of electron transport and the regulation of gene expression. J Exp Bot.

[47] McGinn PJ, Morel FMM (2008). Expression and inhibition of the carboxylating and decarboxylating enzymes in the photosynthetic C4 pathway of marine diatoms. Plant Physiol.

[48] Fang W, Si Y, Douglass S, Casero D, Merchant SS, Pellegrini M, Ladunga I, Liu P, Spalding MH (2012). Transcriptome-wide changes in *Chlamydomonas reinhardtii* gene expression regulated by carbon dioxide and the CO_2_-concentrating mechanism regulator CIA5/CCM1. Plant Cell.

[49] Michel G, Tonon T, Scornet D, Cock JM, Kloareg B (2010). Central and storage carbon metabolism of the brown alga *Ectocarpus siliculosus*: insights into the origin and evolution of storage carbohydrates in Eukaryotes. New Phytol.

[50] Bauwe H, Hagemann M, Kern R, Timm S (2012). Photorespiration has a dual origin and manifold links to central metabolism. Curr Opin Plant Biol.

[51] Lin WR, Lai YC, Sung PK, Tan SI, Chang CH, Chen CY, Chang JS, Ng IS (2018). Enhancing carbon capture and lipid accumulation by genetic carbonic anhydrase in microalgae. J Taiwan Inst Chem E.

[52] Kang NK, Jeon S, Kwon S, Koh HG, Shin SE, Lee B, Choi GG, Yang JW, Jeong BR, Chang YK (2015). Effects of overexpression of a bHLH transcription factor on biomass and lipid production in *Nannochloropsis salina*. Biotechnol Biofuels.

[53] Baker NR (2008). Chlorophyll fluorescence: a probe of photosynthesis in vivo. Annu Rev Plant Biol.

[54] Lee TM, Tseng YF, Cheng CL, Chen YC, Lin CS, Su HY, Chow TJ, Chen CY, Chang JS (2017). Characterization of a heat-tolerant *Chlorella* sp. GD mutant with enhanced photosynthetic CO_2_ fixation efficiency and its implication as lactic acid. Biotechnol Biofuels.

[55] Lin Q, Gu N, Li G, Lin J, Huang L, Tan L (2012). Effects of inorganic carbon concentration on carbon formation, nitrate utilization, biomass and oil accumulation of *Nannochloropsis oculata* CS 179. Bioresour Technol.

[56] Jia J, Han DX, Gerken HG, Li YT, Sommerfeld M, Hu Q, Xu J (2015). Molecular mechanisms for photosynthetic carbon partitioning into storage neutral lipids in *Nannochloropsis oceanica* under nitrogen-depletion conditions. Algal Res.

[57] Lisec J, Schauer N, Kopka J, Willmitzer L, Fernie AR (2006). Gas chromatography mass spectrometry-based metabolite profiling in plants. Nat Protoc.

[58] Weckwerth W, Loureiro ME, Wenzel K, Fiehn O (2004). Differential metabolic networks unravel the effects of silent plant phenotypes. Proc Natl Acad Sci USA.

[59] Kaplan F, Kopka J, Haskell DW, Zhao W, Schiller KC, Gatzke N, Sung DY, Guy CL (2004). Exploring the temperature-stress metabolome of *Arabidopsis*. Plant Physiol.

[60] Trapnell C, Pachter L, Salzberg SL (2009). TopHat: discovering splice junctions with RNA-Seq. Bioinformatics.

[61] Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, van Baren MJ, Salzberg SL, Wold BJ, Pachter L (2010). Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol.

[62] Saeed AI, Bhagabati NK, Braisted JC, Liang W, Sharov V, Howe EA, Li J, Thiagarajan M, White JA, Quackenbush J (2006). TM4 microarray software suite. Methods Enzymol.

[63] Yeung KY, Haynor DR, Ruzzo WL (2001). Validating clustering for gene expression data. Bioinformatics.

[64] Guenin S, Mauriat M, Pelloux J, Van Wuytswinkel O, Bellini C, Gutierrez L (2009). Normalization of qRT-PCR data: the necessity of adopting a systematic, experimental conditions-specific, validation of references. J Exp Bot.

[65] Dyballa N, Metzger S (2009). Fast and sensitive colloidal coomassie G-250 staining for proteins in polyacrylamide gels. J Vis Exp.

[66] Schluesener D, Fischer F, Kruip J, Rogner M, Poetsch A (2005). Mapping the membrane proteome of *Corynebacterium glutamicum*. Proteomics.

[67] Cox J, Neuhauser N, Michalski A, Scheltema RA, Olsen JV, Mann M (2011). Andromeda: a peptide search engine integrated into the MaxQuant environment. J Proteome Res.

[68] Tyanova S, Temu T, Cox J (2016). The MaxQuant computational platform for mass spectrometry-based shotgun proteomics. Nat Protocols.

[69] Cox J, Mann M (2008). MaxQuant enables high peptide identification rates, individualized ppb-range mass accuracies and proteome-wide protein quantification. Nat Biotechnol.

[70] Cui YY, Wang ZR, Chen SW, Vainstein A, Ma HQ (2019). Proteome and transcriptome analyses reveal key molecular differences between quality parameters of commercial-ripe and tree-ripe fig (*Ficus carica* L). BMC Plant Biol.

[71] Maier T, Guell M, Serrano L (2009). Correlation of mRNA and protein in complex biological samples. FEBS Lett.

[72] Abraham PE, Yin HF, Borland AM, Weighill D, Lim SD, De Paoli HC, Engle N, Jones PC, Agh R, Weston DJ (2016). Transcript, protein and metabolite temporal dynamics in the CAM plant Agave. Nat Plants.

[73] Petersen TN, Brunak S, von Heijne G, Nielsen H (2011). SignalP 4.0: discriminating signal peptides from transmembrane regions. Nat Methods.

[74] Emanuelsson O, Nielsen H, von Heijne G (1999). ChloroP, a neural network-based method for predicting chloroplast transit peptides and their cleavage sites. Protein Sci.

[75] Claros MG (1995). MitoProt, a Macintosh application for studying mitochondrial proteins. Comput Appl Biosci.

[76] Gschloessl B, Guermeur Y, Cock JM (2008). HECTAR: a method to predict subcellular targeting in heterokonts. BMC Bioinform.

[77] Clement R, Dimnet L, Maberly SC, Gontero B (2016). The nature of the CO_2_-concentrating mechanisms in a marine diatom, *Thalassiosira pseudonana*. New Phytol.

[78] Aragon C, Pascual P, Gonzalez J, Escalona M, Carvalho L, Amancio S (2013). The physiology of ex vitro pineapple (*Ananas comosus* L. *Merr* var. MD-2) as CAM or C3 is regulated by the environmental conditions: proteomic and transcriptomic profiles. Plant Cell Rep.

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 1 — Additional file 1: Figure S1. A schematic diagram of the experimental design. Nannochloropsis oceanica cells were firstly grown to logarithmic phase under air enriched with 5% CO2. After adaption to new environment under 5% CO2 for an hour, the cells were then cultured under either 100 pm or 50,000 ppm CO2 concentration. Samples were collected at 0, 3, 6, 12 and 24 h from each condition (three biological replicate columns for each) by syringe for physiological characterization and multi-omics (transcriptome, proteome and metabolome) profiling.

## Slide 1

3h
Figure S1. A schematic diagram of the experimental design. Nannochloropsis cells are firstly grown to logarithmic phase under air enriched with 5% CO2. After adaption to new environment under 5% CO2 for an hour, Nannochloropsis cells are then cultured under either 100 pm or 50,000 ppm CO2 concentration. Samples are collected at 0, 3, 6, 12 and 24 h from each condition (three biological replicate columns for each) by syringe for physiological characterization and multi-omics (transcriptome, proteome and metabolome) profiling.

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 2 — Additional file 2: Figure S2. Growth curves and photosynthetic efficiency of N. oceanica IMET1 cells under VLC and HC conditions. (A) Growth curve of Nannochloropsis under two CO2 concentrations. The y-axis presents the average optical densities of triplicate algal cultures at 750 nm at each time point. Data are averages of at least three independent experiments (error bars represent standard deviations). (B) Maximum quantum efficiency (Fv/Fm) and active activity (Fv’/Fm’) of Photosystem II under VLC and HC conditions. The sharp decrease in Fv/Fm observed at 3h might be caused by short-term acclimation of the microalga to low carbon. (C) Change in concentration of total dissolved inorganic carbon (DIC) in the medium under VLC and HC conditions. The rapid increase in DIC for cells cultivated under HC was due to the start of aeration with 5% CO2.

## Slide 1

(A)
(B)
(C)
Figure S2. Growth curves and photosynthetic efficiency of N. oceanica IMET1 cells under VLC and HC conditions. (A) Growth curve of Nannochloropsis under two CO2 concentrations. The Y-axis presents the average optical densities of triplicate algal cultures at 750 nm at each time point. Data are averages of at least three independent experiments (error bars represent standard deviations). (B) Maximum quantum efficiency (Fv/Fm) and active activity (Fv’/Fm’) of Photosystem II under VLC and HC conditions. The sharp decrease in Fv/Fm observed at 3h might be caused by short-term acclimation of the microalga to low carbon. (C) Change in concentration of total dissolved inorganic carbon (DIC) in the medium under VLC and HC conditions. The rapid increase of DIC for cells cultivated under HC was due to the start of aeration with 5% CO2.

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 3 — Additional file 3: Table S1. General information on the time series mRNA-Seq and proteome datasets under VLC and HC.

**Table S1. General information on the time-series mRNA-Seq and proteome datasets under VLC and HC.**

| **Transcriptome** | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- |
| **Sample** | **Clean PE reads** | | **Clean reads** | | **Uniquely aligned reads** | | **Aligned ratio** | **Aligned genes** |
| **0h-1** | 12,668,038 | | 11,959,924 | | 10,716,856 | | 84.6% | 9,445 |
| **0h-2** | 14,958,548 | | 13,970,720 | | 12,555,586 | | 83.9% | 9,423 |
| **HC-3h-1** | 17,351,522 | | 15,568,864 | | 14,649,035 | | 84.4% | 9,476 |
| **HC-3h-2** | 14,091,410 | | 12,789,796 | | 12,341,979 | | 87.6% | 9,416 |
| **HC-6h-1** | 24,349,768 | | 22,582,302 | | 21,172,785 | | 87.0% | 9,523 |
| **HC-6h-2** | 24,521,288 | | 23,619,066 | | 21,287,251 | | 86.8% | 9,512 |
| **HC-12h-1** | 16,619,496 | | 15,568,864 | | 14,197,728 | | 85.4% | 9,469 |
| **HC-12h-2** | 11,832,804 | | 10,089,796 | | 10,111,255 | | 85.5% | 9,472 |
| **HC-24h-1** | 25,203,098 | | 22,816,042 | | 21,721,119 | | 86.2% | 9,503 |
| **HC-24h-2** | 20,599,364 | | 18,837,258 | | 17,784,950 | | 86.3% | 9,543 |
| **VLC-3h-1** | 14,588,712 | | 16,665,614 | | 12,626,747 | | 86.6% | 9,462 |
| **VLC-3h-2** | 16,923,136 | | 15,643,056 | | 14,820,733 | | 87.6% | 9,479 |
| **VLC-6h-1** | 28,904,566 | | 26,754,704 | | 24,987,938 | | 86.4% | 9,542 |
| **VLC-6h-2** | 19,421,254 | | 17,060,678 | | 16,813,773 | | 86.6% | 9,527 |
| **VLC-12h-1** | 14,357,158 | | 18,259,242 | | 12,179,367 | | 84.8% | 9,592 |
| **VLC-12h-2** | 16,605,438 | | 15,899,204 | | 14,134,439 | | 85.1% | 9,593 |
| **VLC-24h-1** | 23,981,358 | | 21,331,514 | | 20,613,339 | | 86.0% | 9,560 |
| **VLC-24h-2** | 24,648,986 | | 22,906,404 | | 21,174,281 | | 85.9% | 9,557 |
| **Proteome** | | | | | | | | |
| **Sample** | | **PSM** | | **Total proteins** | | **Proteins after filtering** | | |
| **0h-1** | | 22,901 | | 1,953 | | 1,732 | | |
| **0h-2** | | 23,586 | | 1,991 | | 17,58 | | |
| **0h-3** | | 24,344 | | 2,003 | | 1,751 | | |
| **HC-3h-1** | | 23,278 | | 1,828 | | 1,687 | | |
| **HC-3h-2** | | 24,226 | | 1,909 | | 1,744 | | |
| **HC-3h-3** | | 15,763 | | 1,425 | | 1,356 | | |
| **HC-6h-1** | | 29,548 | | 2,103 | | 1,808 | | |
| **HC-6h-2** | | 23,264 | | 1,882 | | 1,719 | | |
| **HC-6h-3** | | 25,832 | | 1,955 | | 1,747 | | |
| **HC-12h 1** | | 24,607 | | 1,627 | | 1,496 | | |
| **HC-12h-2** | | 25,579 | | 1,639 | | 1,505 | | |
| **HC-12h-3** | | 26,529 | | 1,709 | | 1,585 | | |
| **HC-24h-1** | | 30,115 | | 1,711 | | 1,581 | | |
| **HC-24h-2** | | 29,277 | | 1,629 | | 1,512 | | |
| **HC-24h-3** | | 28,071 | | 1,516 | | 1,432 | | |
| **VLC-3h-1** | | 22,138 | | 1,841 | | 1,685 | | |
| **VLC-3h-2** | | 23,725 | | 1,868 | | 1,689 | | |
| **VLC-3h-3** | | 24,289 | | 1,890 | | 1,705 | | |
| **VLC-6h-1** | | 23,637 | | 1,754 | | 1,629 | | |
| **VLC-6h-2** | | 25,634 | | 1,873 | | 1,687 | | |
| **VLC-6h-3** | | 22,174 | | 1,789 | | 1,667 | | |
| **VLC-12h-1** | | 27,471 | | 1,994 | | 1,739 | | |
| **VLC-12h-2** | | 25,910 | | 1,951 | | 1,695 | | |
| **VLC-12h-3** | | 27,255 | | 1,829 | | 1,640 | | |
| **VLC-24h-1** | | 26,594 | | 1,652 | | 1,540 | | |
| **VLC-24h-2** | | 20,449 | | 1,349 | | 1,289 | | |
| **VLC-24h-3** | | 27,279 | | 1,609 | | 1,482 | | |

PE: Pair end; PSM: Peptide-spectrum match.

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 5 — Additional file 5: Table S3. Real-time PCR primer sequences for the 12 genes used in real-time PCR experiments to validate the mRNA-Seq results.

**Table S3. Real-time PCR primer sequences for the 12 genes used in real-time PCR experiments to validate the mRNA-Seq results.**

| **Gene name** | **Gene ID** | **Forward primer** | **Reverse primer** |
| --- | --- | --- | --- |
| **Actin** | s00082.g3056 | 5'GCCGTTATTGGATGGATATG3' | 5'ACAACAACTCTCCTTCACA3' |
| **γ-CA1** | s00026.g1084 | 5'ATCACAGTCGGAGAACAA3' | 5'CAGCCTTATCCAGAACCT3' |
| **β-CA2** | s00043.g2018 | 5' CTGGAAAGGAAAGGAGAGA3' | 5' AGAGTCGGAACAAGCAATA3' |
| **β-CA3** | s00066.g2209 | 5' ACCAAGCATCATCATCCT3' | 5' GTCGTAGAGTAGCCTGTG3' |
| **β-CA4** | s00140.g4812 | 5'TTATTTGAAATGTGGTGTATTGC3' | 5'CTGACAGAAGAGACTATGGT3' |
| **α-CA5** | s00214.g6125 | 5' ACCTTGAGAAGATGGAGTC3' | 5' CCGACAGTCTGGAAGTTA3' |
| **BCT1** | s00007.g19 | 5' CCGATACATTCACAACTTCTC3' | 5' CACCAACCTCACCGTAAT3' |
| **BCT2** | s00043.g1855 | 5' TCCTCCTATTCCTCCTCAT3' | 5' AACCATTCTATTCTCCATCCT3' |
| **PEPC** | s00145.g5140 | 5' TGGATTGCTTGGAGACTT3' | 5' TCTTGCTTGCCTTGGATA3' |
| **PEPCK** | s00247.g6884 | 5' CCTTGTTCTTCGGTCTCT3' | 5' TCTTGCTCGTGTTGTAGT3' |
| **PPDK1** | s00095.g3407 | 5' GATGACCACGGAGAAGAT3' | 5' GGAGAGCACGAGACATAA3' |
| **SHMT** | s00043.g1924 | 5'AAGGCTCTGACTGCTAAG3' | 5' CTTGAATCCACGACTTGTC3' |
| **GGAT** | s00096.g3637 | 5' ATGGTCGGCTACTACTTG3' | 5' CACGCTCTGATAGATATTGTC3' |

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 6 — Additional file 6: Figure S3. Validation of mRNA-Seq-based transcript quantification using real-time quantitative PCR (qPCR). Twelve genes involved in CCM and photorespiration metabolism are selected for qPCR validation. The genes and qPCR primer sequences are listed in Additional file 5: Table S3. The transcript levels at each time point after the onset of carbon limitation are included, and the correlation coefficient between the average qPCR-based transcript abundance and the mRNA-Seq-based transcript abundance is 0.9497 (R2).

## Slide 1

Figure S3. Validation of mRNA-Seq–based transcript quantification using real-time PCR (qPCR). Twelve genes involved in CCM and photorespiration metabolism are selected for qPCR validation. The genes and qPCR primer sequences are listed in Supplemental Table 3. The transcript levels at each time point after the onset of carbon limitation are included, and the correlation coefficient between the average qPCR-based transcript abundance and the mRNA-Seq based transcript abundance is 0.9497 (R2).

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 7 — Additional file 7: Figure S4. Transcript dynamics of the genes related to CCM and photorespiration metabolism in N. oceanica IMET1 as measured by mRNA-Seq and real-time quantitative PCR. Each data point represents the average of three biological replicates. Each sample was analyzed in technical triplicates.

## Slide 1

Figure S4. Transcript dynamics of the genes related to CCM and photorespiration metabolism in N. oceanica IMET1 as measured by mRNA-Seq and real-time quantitative PCR. Each data point represents the average of three biological replicates. Each sample is analyzed in technical triplicates.

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 11 — Additional file 11: Figure S5. Contents of carbohydrates, proteins and lipids under VLC and HC. The biochemical compositions in the microalga biomass were measured under VLC and HC. Data are shown as means ± SD of three replicates.

## Slide 1

Figure S5. Contents of carbohydrate, protein and lipid under VLC and HC. The biochemical compositions of carbohydrates, proteins and lipids were measured under VLC and HC.
Data are the means ± SD of three replicates.

# Supplementary material for: Transcriptomic and proteomic responses to very low CO2 suggest multiple carbon concentrating mechanisms in Nannochloropsis oceanica
**Source:** Biotechnol Biofuels. 2019 Jun 28;12:168. doi: 10.1186/s13068-019-1506-8
**Supplement:** Supplementary file 13 — Additional file 13: Figure S6. Proposed response of central carbon metabolism during CCM induction in N. oceanica IMET1. 1,3PG, 1,3-biphosphoglycerate; 2OG, α-ketoglutarate; 2PG, 2-phosphoglycerate; 3PG, 3-phosphoglycerate; AAT, ADP/ATP transporter; ACS, acetyl-CoA synthetase; ACT, aconitate; AHD, aconitate hydratase; ALDO, fructose-1,6-bisphosphate aldolase; CS, ATP citrate synthase; DHAP, dihydroxyacetone phosphate; ENL, enolase; ENR, enoyl-ACP reductase; F1,6P, fructose 1,6-biphosphate; FBP, fructose bisphosphatase; F6P, fructose-6-phosphate; FHD, fumarate hydratase; FUM, fumarate; G6P, glucose-6-phosphate; GK, glucose kinase; Glu, glucose; GPDH, glyceraldehyde-3-phosphate dehydrogenase; GPI, glucose phosphate isomerase; GS, 1,3-β-glucan synthase; HAD, hydroxyacyl-ACP dehydrogenase; ICDH, isocitrate dehydrogenase; ICIT, isocitrate; MHD, malate dehydrogenase; NTT, nucleotide transporter; OGDH, 2-oxoglutarate dehydrogenase; PGAM, phosphoglycerate mutase; PGK, phosphoglycerate kinase; PFK, phosphofructose kinase; PPDK, phosphate dikinase; PPT, Pi/PEP translocator; PYR, pyruvate; SCS, succinyl-CoA synthetase; SDH, succinate dehydrogenase; SUC, succinyl-CoA; TPI, triosephosphate isomerase; SFC, succinate/fumarate carrier; FBPA: fructose-1,6-bisphosphate aldolase; TL: transketolase; SBP: sedoheptulose bisphosphatase; RPI: ribose-5-phosphate isomerase; RPE: ribulose-phosphate 3-epimerase. The metabolites up- or downregulated based on the metabolomics analysis are indicated by red arrows.

## Slide 1

Figure S6. Proposed response of central carbon metabolism during CCM induction in N. oceanica IMET1. 1,3PG, 1,3-biphosphoglycerate; 2OG, α-ketoglutarate; 2PG, 2-phosphoglycerate; 3PG, 3-phosphoglycerate; AAT, ADP/ATP transporter; ACS, acetyl-CoA synthetase; ACT, aconitate; AHD, aconitate hydratase; ALDO, fructose-1,6-bisphosphate aldolase; CS, ATP citrate synthase; DHAP, dihydroxyacetone phosphate; ENL, enolase; ENR, enoyl-ACP reductase; F1,6P, fructose 1,6-biphosphate; FBP, fructose bisphosphatase; F6P, fructose-6-phosphate; FHD, fumarate hydratase; FUM, fumarate; G6P, glucose-6-phosphate; GK, glucose kinase; Glu, glucose; GPDH, glyceraldehyde-3-phosphate dehydrogenase; GPI, glucose phosphate isomerase; GS, 1,3-β-glucan synthase; HAD, hydroxyacyl-ACP dehydrogenase; ICDH, isocitrate dehydrogenase; ICIT, isocitrate; MHD, malate dehydrogenase; NTT, nucleotide transporter; OGDH, 2-oxoglutarate dehydrogenase; PGAM, phosphoglycerate mutase; PGK, phosphoglycerate kinase; PFK, phosphofructose kinase; PPDK, phosphate dikinase; PPT, Pi/PEP translocator; PYR, pyruvate; SCS, succinyl-CoA synthetase; SDH, succinate dehydrogenase; SUC, succinyl-CoA; TPI, triosephosphate isomerase; SFC, succinate/fumarate carrier; FBPA: fructose-1,6-bisphosphate aldolase; TL: transketolase; SBP: sedoheptulose-bisphosphatase; RPI: Ribose-5-phosphate isomerase; RPE: Ribulose-phosphate 3-epimerase. The metabolites up- or down-regulated based on the metabolomics analysis are indicated by red arrows.

How the deposited data were processed for this re-analysis (not part of the article)

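Nannochloropsis oceanica IMET1 was moved from 50000 ppm CO2 (HC) to 100 ppm CO2 (VLC) or kept at HC, and mRNA was sequenced at 0, 3, 6, 12 and 24 h. The deposited tables used here hold 18 libraries, 2 in each of 9 groups. The authors aligned the reads to the IMET1 genome with TopHat2 (version 2.0.4), left out reads that mapped to more than 1 location and deposited FPKM of 9756 genes from Cufflinks; the submitters' processing notes name Cufflinks version 2.0.2 and the paper 2.0.4. The authors tested genes with Cuffdiff at a false discovery rate of 0.05, with at least 2-fold change and FPKM of at least 10 in either condition (criterion (i)), or with a change from 1.5-fold to under 2-fold at 2 or more times (criterion (ii)).

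Here the deposited FPKM were taken as log2(FPKM + 1) and tested with limma (version 3.58.1, R 4.3.3), with a trend of the variance over the mean, all 9 groups in 1 model of 9265 genes, and Benjamini-Hochberg adjustment within each comparison over the genes with mean FPKM of at least 10 in either group. Genes were called at an adjusted p of 0.05 or less and at least 2-fold. Medians of lists and means of clusters are log2 ratios of mean FPKM with no pseudocount, over genes with mean FPKM of at least 10 in either group. "Relative to the median gene" means that the median log2 ratio of these genes was subtracted before the size rule and the test were applied. Tables were handled in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and drawn with matplotlib 3.10.9. The model was tested on simulated data made for VLC/HC at 12 h over 7403 genes: of 100 genes changed 2.5-fold 96 were called, of 100 changed 4-fold 98 were called, 99 of the 100 had the true sign in either set, and 1 unchanged gene was called. In these data every group had the 0 h levels apart from the changed genes, and each gene had the same spread in all groups. They therefore do not cover the shift of the median gene at 12 h or a spread that differs between groups.

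Genes are named as in the paper, with the annotation of the deposited tables where it differs, and coordinates are those of the deposited tables. Of the 9756 genes, 3042 have no annotation there. The glutamine synthetase genes g691 and g6874 and the predicted protein g9217 were picked after their values were seen. The other genes named in the text were chosen by a rule. It took every gene of the lists taken from the paper. At each time it took the 5 largest rises and the 5 largest falls in VLC/HC among called genes with a functional annotation in Dataset S1 or the part of Dataset S2 used here. It also took up to 4 examples per keyword list, those with the largest and smallest log2 ratio at 12 h. The paper's tables give values of many of these genes, so those had been seen when the rule was written. The lists from the paper are biophysical CCM, candidate bicarbonate transporters, C4-like genes, basal CCM, photorespiration, THF cycle, ornithine urea cycle, the LCIA homologs and organelle transporters of Table S4, and the reference gene. Keyword lists are cytosolic ribosomal proteins, light harvesting and photosystems, Calvin cycle, TCA cycle, proteasome, aminoacyl-tRNA synthetases, heat shock and chaperones, nitrogen assimilation and fatty acid synthesis; they were fixed for the annotation in Datasets S1 and S2, and applying them to the annotation in the deposited tables was chosen after seeing the data. For the lists from the paper and those from the deposited annotation, the place of the median among the medians of 10000 random lists matched on expression was computed as a description, and nothing in the text rests on it.

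Aligned reads per library, from Table S1 of the paper, ran from 10111255 to 24987938. For replicate 2 of HC at 12 h that table lists more aligned reads (10111255) than clean reads (10089796), and it lists the same clean reads (15568864) for replicate 1 of HC at 3 h and at 12 h; the checks on steps and counting noise use the aligned reads as listed. The FPKM of the lowest genes move in steps: over 70 genes with a mean FPKM below 0.3, 454 of 745 values (60.9%) lay within 0.1 of a whole multiple of the gene's smallest value after scaling by the aligned reads, against 20.6% on average when the aligned reads were permuted among libraries 20 times. This check was rewritten after a first version had been seen. Scaled by these steps, the median gene with FPKM of 10 or more had an estimated 295 to 770 fragments per library, and 35 to 84 genes per library are listed at 0. The steps are too uneven to recover counts, so no count test was run.

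Between the replicates of a group, the median squared difference was 1.33 to 3.22 times that of counting noise, and 10.2 times in HC at 3 h. The pairs of HC at 6 h (1.33) and 24 h (1.35) lay closest to counting noise. The sources used here do not say which of the 3 reactors per condition gave each library. Alternatives set before the data were examined were a pseudocount of 0.1, FPKM of at least 1, no FPKM minimum, centring on the median gene, a 3-fold threshold, the replicate number as a block and leaving out each library in turn, and for correlations, lists and clusters other measures, filters and scalings. Added after seeing the data were a shift by the constant between Dataset S1 and the deposited FPKM, the HC pairs at 6 h and 24 h each counted as 1 library, the counts without the 12 h comparison, and ratios of single genes with no pseudocount. No sequence was used, since the reference at hand covers organelle genes alone. Clusters K11 to K16 and the proteome were not analysed here.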

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

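Among the tests of technical explanations, those of a mislabelled library and of different points of the time course in HC at 3 h, of mixed RNA in VLC at 6 h, and of gene length and of a few abundant genes at 12 h were chosen only after the result was seen; the bounds of the others were written before.

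The 3 named genes below were picked because they were called in opposite directions at 2 times, so the limma tests of the difference, made on the same libraries, give its size and are not independent evidence of it. The LCIA homolog g544, annotated as a protein of unknown function DUF399, was lower in VLC than in HC at 6 h (27.3 ± 2.7 against 77.4 ± 0.446 FPKM; SD, n = 2) and higher at 24 h (87.7 ± 0.186 against 36.1 ± 2.09), a difference of 2.74 on the log2 scale (standard error 0.14, adjusted p = 1.8e-09). The triosephosphate translocator g6303 had a log2 ratio of 1.28 at 12 h, or 0.69 relative to the median gene, and -2.21 at 24 h, a difference of -3.49 (standard error 0.24, adjusted p = 4e-08). For the delta-4 fatty acid desaturase g1678 the log2 ratio was -1.35 at 12 h, or -1.93 relative to the median gene, and 1.42 at 24 h, a difference of 2.77 (standard error 0.14, adjusted p = 6.2e-09).

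The HC libraries at 3 h differed more than any other pair: 65 genes were over 2-fold apart, against 0 to 12 in the other groups. Over the genes with FPKM of at least 10 in any group, replicate 2 lay 0.63 of the way from replicate 1 to VLC at 3 h. With the roles exchanged, replicate 1 lay 0.31 of the way from replicate 2. The noise of the starting replicate enters both the shift and the axis, which raises such fractions. The tables argue against replicate 2 being a mislabelled VLC library: over 1464 genes called at 6 h or 24 h, its median shift from replicate 1 in the direction of that response was -0.05 and that of VLC 0.13, a position of -0.42 (bootstrap interval -0.66 to -0.25), where a VLC library would lie near 1. This measure replaced, after the result was seen, the median of gene-by-gene positions, which gave 0.59 and decided nothing, because the noise of replicate 1 enters that ratio above and below the line; over the 109 genes called at both times the measures gave -0.14 and 0.11. A difference in the point reached in the time course stays open (Pearson's r across genes with the change from 0 h to HC at 6 h, -0.22), as does a gene length bias (Spearman's rho across genes, -0.15), since both values lie between the bounds set for them. No biological explanation was tested.

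In VLC at 6 h, replicate 1 lay 0.3 of the way from replicate 2 to HC at 6 h, while replicate 2 lay -0.14 of the way from replicate 1. The tables argue against mixing of HC RNA of 6 h into replicate 1, which would bring each HC transcript with it: g2456 had 299 and 302.8 FPKM in HC and 3.54 in replicate 1, and g9217, a predicted protein named after its values were seen, 112.1 and 107.9 against 2.23, which leave room for an HC share of 0.01 and 0.02, while the share needed had a median of 0.46 over 542 genes that were higher in VLC at both 12 h and 24 h and of 0.14 over 59 that were lower. This measure replaced the difference between those medians, 0.33 with an interval of 0.13 to 0.45, which decided nothing; an earlier point of the response stays open: in a regression across genes, the part along VLC at 3 h had a coefficient of 0.049 for replicate 1, beside 0.27 along HC at 6 h, and of -0.027 and -0.13 with the roles of the replicates exchanged. The value 0.049 met the bound of 0.05 or less written beforehand against this explanation, but its interval, 0.043 to 0.055, which was added afterwards, spans that bound. No biological difference between the cultures was tested.

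The 12 h profile of HC stands apart from the other times, and that of VLC less so: across genes, Spearman's rho of HC at 12 h was 0.88 with VLC at 12 h, 0.65 with HC at 6 h and 0.52 with HC at 24 h, beside 0.835 between HC at 6 h and 24 h, while that of VLC at 12 h was 0.71 with VLC at 6 h and 0.64 with VLC at 24 h, beside 0.733 between VLC at 6 h and 24 h. The tables argue against a gene length bias (rho with locus length -0.01) and against a few abundant genes as the whole cause, although the 50 highest genes hold 28.0% and 28.2% of FPKM in HC at 12 h and 13.6% to 20.5% in the other groups: they would lower the other genes by 1 factor, yet without 147 such genes the SD over genes of the log2 ratio of HC at 12 h to HC at 24 h was 1.88 times that of HC at 6 h to HC at 24 h (1.85 to 1.9 over the pairs of libraries), a measure that replaced a comparison of ranks, which such genes do not move. That VLC cultures moved less far along the same 12 h change stays open. Of 1706 genes called after centring, 84.2% lay against the displacement of HC at 12 h, past the 75% written beforehand in favour of it. This share cannot decide the question, because HC at 12 h enters both measures with opposite signs. A change in HC alone would also raise it. A further condition, that VLC is displaced the same way in at least 75% of these genes, was added afterwards and was narrowly missed, at 74.2% (83.5% over all 8409 tested genes), with 59.4% lying between the other times and HC at 12 h. A biological effect of the sampling time, which the design names, is untested.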

How the results depend on the processing

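Calls rest on 2 libraries per group; leaving out 1 leaves a lone library that is assumed to vary like the others. The shift, the HC pairs counted once, the counts without 12 h and the ratio of single genes with no pseudocount were chosen after seeing the data. With a 3-fold threshold, fewer genes pass by construction: 26, 71, 933 and 563 in VLC/HC at 3, 6, 12 and 24 h, 370, 1500, 2242 and 1558 in VLC and 228, 1395, 2954 and 994 in HC relative to 0 h, 1306 at any time and 1644 by criteria (i) and (ii). At 12 h 1706 genes passed relative to the median gene and 1709 shifted by the Dataset S1 constant, against 2692 as measured; the cause was not tested. Without the 12 h comparison, 1492 passed at any time and 1574 by the joined criteria, as 1 comparison fewer is counted. Leaving out each library in turn gave 71 to 158 genes in VLC/HC at 3 h, 122 to 233 at 6 h, 2620 to 2749 at 12 h and 1408 to 1439 at 24 h; the cause of the 158, reached without replicate 2 of HC, was not tested. No count of genes moved by over 1.5 times with a pseudocount of 0.1, FPKM of at least 1, no FPKM minimum and the HC pairs counted once. The paper describes sampling of the same reactors at each time, and the sources used here do not say whether a replicate number marks a reactor. Correlations of replicate differences ran from -0.18 to 0.13 over 36 pairs of groups. With the replicate numbers as a block, 77, 165, 2691 and 1411 genes passed in VLC/HC at 3, 6, 12 and 24 h. No count moved by over 1.5 times with this block.

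The mean of K7 at 12 h turned from 0.522 to -0.09 relative to the median gene. That scaling moved 99 of 144 list medians and 25 of 40 cluster means by more than the spread between libraries, against 7 and 6 with FPKM of at least 1 and 6 and 15 on the FPKM + 1 scale. Of 454 values of named genes, 22 lost and 11 gained a call relative to the median gene and 26 and 12 with the shift, and 29 and 32 others moved by more than the spread between libraries; the ratio with no pseudocount moved 21 and the FPKM + 1 ratio none. Leaving out a library ended at most 4 of these calls (replicate 1 of HC at 12 h) and added at most 5 (replicate 1 of VLC at 6 h). Across genes, with FPKM of at least 10, Spearman's rho was 0.964 between VLC and HC at 3 h, 0.957 at 6 h, 0.825 at 12 h and 0.804 at 24 h, 0.392 between HC at 12 h and 24 h, 0.560 between VLC at 12 h and 24 h, 0.755 between HC at 6 h and 24 h and 0.631 between VLC at 6 h and 24 h, against 0.979, 0.974, 0.876, 0.873, 0.523, 0.642, 0.835 and 0.733 over all genes. For the last 6 of these pairs Pearson's r of FPKM was 0.811, 0.693, 0.301, 0.528, 0.876 and 0.620, and that of log2(FPKM + 1) 0.891, 0.885, 0.596, 0.697, 0.879 and 0.786; the cause was not tested. Deposited FPKM intervals were not used here, so that alternative was not run. Genes under 10 FPKM in both groups, which have the fewest fragments, were not tested, so changes among them are not covered.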

Differences from the paper's values

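For CA5 (g6125) at 12 h the paper's log2(VLC/HC) is 2.7, and 3.33 was found here (SD 0.14). After centring on the median gene it was 2.75, which does not differ, while the ratio of FPKM + 1 (3.33) and the fits without each library (3.26 to 3.41) do. With the shift by the constant between Dataset S1 and the deposited FPKM, chosen after seeing the values, it was 2.67, within the SD of the paper's. For the complex I gene g4915 at 12 h the paper's value is 1.4, and 1.94 was found here (SD 0.13); relative to the median gene it was 1.35, which does not differ, while the ratio of FPKM + 1 (1.94) and the fits without each library (1.86 to 2.01) do. For the T-protein gene g176 at 12 h the paper's value is 1, and 1.32 was found here (SD 0.06); 0.74 relative to the median gene, 1.32 as a ratio of FPKM + 1 and 1.28 to 1.36 without each library all differ. For CA5 in VLC at 24 h relative to 0 h the paper's value is 2.5, and 2.68 was found here (SD 0.02); no alternative was run for it.

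Table S2 of the paper, which is titled a Spearman correlation, matches Pearson's r of the deposited FPKM within 0.001 for 151 of 153 pairs of libraries, and Spearman's rho for 1. The pairs that differ from Pearson's r are HC at 3 h replicate 2 with VLC at 6 h replicate 1, 0.8064 in the paper and 0.8977 here, and VLC at 6 h replicate 2 with HC at 6 h replicate 1, 0.8923 in the paper and 0.9677 here. No alternative was run for single pairs of libraries.

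In VLC/HC at 12 h the paper's Fig. 1a, read by eye, shows about 740 genes higher, against 2325 here, and about 1200 lower, against 367 here. The study tested genes with Cuffdiff, and the values here come from limma at the same fold, adjusted p and FPKM thresholds. The scaling differs as well: in 1718 of 1719 genes the Dataset S1 ratio at 12 h lay below that of the deposited FPKM by the same constant, 0.666. After centring on the median gene there were 744 and 962, neither of which differs. With a 3-fold threshold there were 745 higher, which does not differ, and 188 lower, which does. The other alternatives differ on both counts: 2522 and 380 with a pseudocount of 0.1, 2710 and 382 with FPKM of at least 1, 2706 and 382 with no FPKM minimum, 2324 and 367 with the replicate block, and 2262 to 2378 and 358 to 376 without each library. The shift by that constant, chosen after seeing the values, gave 628 and 1081, neither of which differs. For genes lower in HC at 24 h than at 0 h, Fig. 1a, read by eye, shows about 1400, against 933 here; counts are taken to differ when over 1.5 times apart, a bound that 933 only just passes. The 3-fold threshold (363) and the HC pairs counted once (928; chosen after seeing the data) differ too, and the other alternatives (934 to 1075) do not.

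The paper describes most of the genes changed at 3 h and 6 h as lower under VLC. Here 55 were higher and 21 lower at 3 h, and 146 higher and 20 lower at 6 h; without replicate 2 of HC at 3 h, 76 were higher and 82 lower at 3 h. Fig. 1a, read by eye, shows about 52 higher and about 15 lower at 3 h. The paper counts more genes changed in HC at 3 h relative to 0 h than the 946 found here; its number is passed with a pseudocount of 0.1 (1040), FPKM of at least 1 (1140), no FPKM minimum (1136), without replicate 1 of HC at 3 h (1174) and without replicate 1 of 0 h (1001). The paper describes CA5 as higher at 3 h; here its log2 ratio was 0.62, with an adjusted p of 0.09 from limma, and it was called at 6, 12 and 24 h. It describes CA2 (g2018) as rising steadily under VLC; here it stood at -0.45 from 0 h at 6 h and rose to 1.40 at 24 h.

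The paper describes 5 candidate bicarbonate transporters as higher at 6 h and 24 h, without giving a fold. No setting run called any of them by limma at 6 h, where a call takes at least 2-fold. At 6 h g6647 (0.79) and g9142 (0.75) were higher at an adjusted p under 0.05 from limma, but under 2-fold. The gene g6756 had -0.14, and g6134 and g9968 were under 10 FPKM in both arms and not tested in the main setting. At 24 h 4 of the 5 were called. For the gamma-type CA g1084 the paper describes a slight rise at 24 h, where the log2 ratio here was -0.33. The paper describes nearly all photorespiration genes as higher at 4 times; at 3 h limma called 0 of 10 here, with 5 at an unadjusted p under 0.05, while 10 of 11 were called at 12 h. It names only the T-protein among the glycine decarboxylase subunits at 12 h. Here the genes that it gives as the H-protein (1.15) and the L-protein (1.06) were also called as measured. None of the 4 was called relative to the median gene. The deposited annotation differs from the paper's names for the L-protein and P-protein genes. Of the ornithine urea cycle genes that it gives as lower, CPS and ASS were, while OTC (-0.35) and ASL (-0.57) were not called at 24 h, ODC (-0.96) was called only relative to the median gene (-1.06) and with the shift chosen after seeing the values (-1.06), and ARG was higher at 12 h (1.25). The fold the paper gives for ribosomal protein transcripts is near the median log2 ratio of -2.03 at 24 h if read on the log2 scale, and smaller if read as a linear fold. From average expression over its functional categories, the paper describes protein synthesis and nitrogen metabolism as lower at 12 h as well as 24 h. The keyword lists here hold other sets of genes and are counted by calls, so the measures are not alike. At 12 h the nitrogen assimilation list had 7 genes higher and 1 lower as measured, and 1 higher and 2 lower relative to the median gene. The fall of ribosomal protein transcripts at 12 h was past the rule in 10 of 101 genes as measured. It was past the rule in 73 relative to the median gene.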

Other observations

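The single genes given here were taken for the size of their change and do not stand for a group. The Hsp20 gene g6268 had log2(VLC/HC) of 1.71 at 6 h and 5.36 at 24 h, when it stood at 830 ± 60 FPKM in VLC and 19.2 ± 1.5 in HC (SD, n = 2), and was called by limma at all 4 times. The 70-kD heat shock protein g8242 had 4.49 at 6 h, 3.69 at 12 h (3.10 relative to the median gene) and 5.04 at 24 h, and was below 10 FPKM at 3 h. The myb-like gene g434 had 4.42 at 6 h, 2.36 at 12 h (1.78) and 3.06 at 24 h. The iron-sulfur subunit of the cytochrome b6-f complex, which passes electrons between the photosystems (g9470), was higher at 3 h (1.76), 12 h (4.58; 3.99 relative to the median gene) and 24 h (2.35) and had 0.42 at 6 h (adjusted p = 0.062). A sulfide-quinone oxidoreductase (g3322) followed the same times, with 1.87, 3.06 (2.47) and 2.20, and 0.29 at 6 h. A glyoxylase (g9770) had 1.51 at 3 h, -0.02 at 6 h, 1.24 at 12 h (0.66, under 2-fold) and 1.93 at 24 h.

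Genes with single-time or one-way responses include ornithine cyclodeaminase (g4068), which converts ornithine to proline and was higher at 6 h (2.20), 12 h (4.18; 3.59 relative to the median gene) and 24 h (1.82). A calmodulin-like domain protein kinase (g10395) had 3.67 at 12 h (3.09) and 0.19 at 24 h (adjusted p = 0.37 from limma), and an aspartyl protease (g2284) had -2.31 at 12 h (-2.89) and 0.14 at 24 h (adjusted p = 0.31). The adenosine kinase-like genes g7175 and g7188 were lower at 24 h, with -3.22 and -3.13; g7175 had 0.04 at 12 h, when g7188 was below 10 FPKM in both arms. At 12 h the genes of methionine adenosyltransferase (g3194) and adenosylhomocysteinase (g5816) had -1.35 (-1.94) and -1.16 (-1.75), and both were lower at 24 h as well. An ankyrin repeat protein (g2883) was lower at every time, with -2.04, -2.37, -2.37 (-2.95) and -1.92.

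The 3 LCIA homologs of Table S4 are g544, g545 and g6826. At 3 h limma called 0 of them (2 at an unadjusted p under 0.05), at 6 h 1 was lower, at 12 h 1 was higher (1 higher and 1 lower relative to the median gene), and at 24 h 1 was higher and 1 lower, as many as when adjusted over the list alone. The one lower at 24 h was g545, a NAR1-type nitrite transporter, at -1.16 (adjusted p = 2e-07), which had 0.86 at 12 h. Of 17 organelle transporters of Table S4, 8 were higher at 12 h (8 when adjusted over the list alone; median 1.041, or 0.43 relative to the median gene, with 3 called), and 1 was higher and 1 lower at 24 h. A sodium/hydrogen exchanger (g2617) had 2.94 at 12 h (2.35) and 2.86 at 24 h. The phosphoenolpyruvate translocator g10209 had 1.97 (1.39), the triose-phosphate translocator g1018 1.82 (1.23), and g521, another translocator, 1.57 (0.99, under 2-fold) at 12 h. At 3 h limma called 0 of 14 (3 at an unadjusted p under 0.05) and at 6 h 0 of 16 (5). The study describes its pathways from the same libraries, so the counts are not independent evidence. The reference gene, annotated as actin-related protein 4 (g3056), had 0.02, -0.10, 0.79 (0.21 relative to the median gene; adjusted p = 5.1e-05) and -0.20 at 3, 6, 12 and 24 h, none of them 2-fold.

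Taken from the annotation for which they were fixed, the keyword lists gave the same directions for ribosomal proteins and photosynthesis. Over Dataset S2, 16 of 22 ribosomal protein genes were lower at 24 h, 8 of 10 Calvin cycle genes and 7 of 9 light-harvesting and photosystem genes were higher at 12 h (5 and 1 relative to the median gene), 5 of 9 proteasome genes and 4 of 17 aminoacyl-tRNA synthetases were lower at 24 h, and 3 of 7 heat shock proteins and chaperones were higher at 24 h. Over Dataset S1, whose genes the study chose on these libraries, 69 of 72 ribosomal protein genes, 15 of 27 proteasome genes and 9 of 20 aminoacyl-tRNA synthetases were lower at 24 h, and of 24 heat shock proteins and chaperones 3 were higher and 12 lower. Other lists depended on the annotation. Fatty acid synthesis at 12 h had a median relative to the median gene of -0.389 in the deposited annotation (7 higher, 13 lower), 1.097 over the 11 genes of Dataset S1 (6 higher, 3 lower) and 0.14 over the 8 of Dataset S2 (1 higher, 1 lower). For nitrogen assimilation at 24 h the median was -0.217 in the deposited annotation (1 higher, 5 lower), -1.131 over the 7 genes of Dataset S1 (1 higher, 4 lower) and 0.544 over the 2 of Dataset S2, of which 1 was higher.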
